# Sex-biased transcriptome in in vitro produced bovine early embryos

**DOI:** 10.1186/s13578-025-01459-x

**Published:** 2025-08-27

**Authors:** Meihong Shi, Guangsheng Li, Hannah Marie Araujo, Angie S. Lee, Jingzhi Zhang, Yoke Lee Lee, IISAGE Consortium, Nicole C. Riddle, Peggy R. Biga, Anne M. Bronikowski, Richard Meisel, James R Walters, Tony Gamble, Gerald S. Wilkinson, Erica Larschan, Ritambhara Singh, Ashley Webb, Soon Hon Cheong, Jingyue Ellie Duan

**Keywords:** Bovine blastocyst, Sex difference, Differential gene expression, Sex-biased alternative splicing, Isoform expression

## Abstract

**Background:**

Morphologic sex differences between males and females typically emerge after the primordial germ cell migration and gonad formation, although sex is determined at fertilization based on chromosome composition. A key debated sexual difference is the embryonic developmental rate, with in vitro produced male embryos often developing faster. However, the molecular mechanisms driving early embryonic sex differences remain unclear.

**Results:**

To investigate the transcriptional sex difference during early development, in vitro produced bovine blastocysts were collected and sexed by PCR. A significant male-biased development is consistently observed in expanded blastocysts. Ultra-low input RNA-seq analysis identified 837 DEGs, 1555 significantly sex-biased differential alternative splicing (AS), and 1151 differentially expressed isoforms (DEIs). Among all of the DEGs, there were 231 upregulated and 606 downregulated in males. Functional enrichment analysis revealed male-biased DEGs were associated with metabolic regulation, whereas female-biased DEGs were related to female gonad development, sex differentiation, inflammatory pathways, and TGF-beta signaling. Comparing X chromosome and autosome expression ratio, we found that female-biased DEGs contributed to the higher X-linked gene dosage, a phenomenon not observed in male embryos. Moreover, we identified the sex-biased transcription factors and RNA-bind proteins, including pluripotent factors such as *SOX21* and *PRDM14*, and splicing factors *FMR1* and *HNRNPH2*. Additionally, we revealed that the significantly sex-biased differential AS were predominantly skipped exons, and they could be mapped to 906 genes, with 59 overlapping with DEGs enriched in metabolic and autophagy pathways. By incorporating novel isoforms from long reads sequencing, the sex-biased DEIs were associated with 1017 genes. Functional analysis showed that female-biased DEIs were involved in the negative regulation of transcriptional activity, while male-biased DEIs were related to energy metabolism. Furthermore, we identified sex-biased differential exon usage in *DENND1B, DIS3L2, DOCK11, IL1RAPL2,* and *ZRSR2Y,* indicating their sex-specific regulation in early embryo development.

**Conclusion:**

This study provided a comprehensive analysis of transcriptome differences between male and female bovine blastocysts, integrating sex-biased gene expression, alternative splicing, and isoform dynamics. Our findings indicate that enriched metabolism processes in male embryos may contribute to the faster developmental pace, providing insights into sex-specific regulatory mechanisms during early embryogenesis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-025-01459-x.

## Background

Assisted reproductive technologies (ARTs), particularly in vitro fertilization (IVF), have been widely used to improve livestock fertility, herd genetics, and production. One interesting observation in these technologies is the differing developmental pace between male and female embryos during the early stages of embryogenesis, even before gonad differentiation occurs [1, 2]. This difference has been observed in various species over decades, including humans [3–9], mice [10–12], cattle [1, 13, 14], pigs [15, 16], and sheep [17]. However, the findings are controversial, as some studies report no significant sex biases in blastocyst formation and birth count, particularly in human IVF embryos [18–20]. Culture conditions and experimental design, such as differences in IVF methods, culture medium supplements, and in vivo or in vitro developmental environment, may contribute to these discrepancies [21, 22].

Previous studies have identified some sex-specific differences in early embryos prior to gonadal differentiation, such as differential expression of imprinted and sex-linked genes, glucose metabolism related activities, mitochondrial DNA (mtDNA) copy numbers, and telomere lengths [23–28]. Recent advances in transcriptomics, including microarray and RNA sequencing (RNA-seq) using embryos fertilized by sex-sorted semen or in single embryos, have provided deeper insights into these sex-specific differences at the transcriptomic level [29–33]. For example, in vivo produced bovine male embryos show a different transcriptome profile [30, 31], having a higher expression of pluripotent factors and a lower expression of genes related to glucose transport and apoptosis compared to females [34]. Besides, single-cell RNA-seq in human embryos indicated a distinct transcriptomic dynamic between female and male embryos after embryonic genome activation [32]. Similarly, the pig embryos also showed distinct transcriptional differences between sexes with a dynamic compensation of X chromosome in the female embryos [33]. Moreover, a recent comparative transcriptome analysis between human and mouse embryos revealed conserved sex-biased expression across preimplantation stages, suggesting the establishment of the sex-specific protein–protein interaction networks involved in epigenetic reprogramming during embryogenesis [35]. Despite these findings, the underlying molecular mechanisms driving sex-specific differences in early embryogenesis remain poorly understood. Moreover, the use of embryos produced with sex-sorted semen introduces additional variability [34], as the presence of mixed sexed embryos can influence results. Thus, a comprehensive investigation of transcriptomic differences between in vitro produced male and female early embryos with precisely defined sex is essential to address the knowledge gap in sex-specific embryogenesis.

Regulation of transcription is mediated by multiple mechanisms, including transcription factors (TFs), TF-associated cofactors, and alternative splicing (AS). TFs are DNA-binding proteins that activate or suppress transcription, playing critical roles in gene regulation across evolution, development, and diseases [36]. Alternative splicing, controlled by spliceosome complex, allows a single gene to generate multiple functional isoforms [37], significantly expanding the transcriptome diversity. Although short-read RNA-seq technologies have been widely used to assemble the embryonic isoforms, their limited read length often leads to incomplete isoform annotation and ambiguous splice junction resolution [38]. In contrast, long-read sequencing with the Pacific Biosciences platform, representing the third generation of sequencing technology, can overcome the shortcomings of RNA-seq via the direct reading of full-length transcripts with low sequencing error rates [39]. In recent studies, long-read sequencing has enabled the identification of novel transcribed regions and novel splicing variants involved in preimplantation embryogenesis. For instance, a recent human study generated an isoform-resolved transcriptome of preimplantation development and identified novel isoforms transcribed from known or unannotated genes. Further integrative analysis revealed that human embryonic genome activation was associated with splicing disruption and transient upregulation of gene co-expression modules [40]. These findings highlight the importance of long-read sequencing in uncovering transcriptomic complexity during early embryonic development.

Beyond autosomal regulations, the regulation of genes located on sex chromosomes also has significant contributions to sex determination and sex-specific development. In mammals, the XY sex-determination system requires a balance of gene dosage between males (XY) and females (XX), and between sex chromosomes and autosomes [41]. Mechanisms such as X-chromosome inactivation (XCI) in females and X-chromosome upregulation (XCU) in both sexes are essential to maintain this balance and prevent gene dysregulation [42]. In early mammalian embryogenesis, the exact timing and the extent of these processes remain unclear. While Xist expression begins early in development, partial XCI has been observed [43], with some of the X-linked genes escaping the XCI silencing [44, 45]. Whether X dosage compensation contributes to the sex-specific embryo developmental differences in bovine embryos remains unclear.

In this study, we aim to uncover genomic differences between male and female bovine embryos produced in vitro. Using PCR-based single embryo sex determination and comprehensive RNA-seq analysis, we identified the differential gene expression (DEG) and associated regulators, examined the X-chromosome dosage compensation, characterized the sex-biased alternative splicing events, and analyzed isoform diversities between male and female blastocysts. Our findings reveal that male embryos developed faster, driven by upregulated metabolism activities compared to female embryos, while female embryos were more active in immune response, female-specific gonadal development, and protein processing.

## Materials and methods

### Embryo production and sample collection

Bovine embryos were produced from slaughterhouse ovaries using commercial media (IVF Bioscience, Falmouth, UK) according to the manufacturer protocols. Bovine ovaries were obtained from a slaughterhouse (Cargill, Wyalusing, PA) and transported to the lab in warm saline solution (0.9% Sodium chloride, Sigma-Aldrich) maintained between 23.5–30 °C within 2 h. Follicles (diameter: 2–8 mm) were aspirated using an 18-gauge hypodermic needle attached to an aspiration vacuum pump. Cumulus-oocyte complexes (COCs) with homogenous cytoplasm and surrounded by at least three layers of cumulus cells were selected and matured in BO-IVM™ medium (IVF Bioscience, Falmouth, UK) for 22 h at 38.5 °C in a humidified atmosphere with 5% CO_2_.

Matured COCs were transferred to BO-IVF™ medium (IVF Bioscience, Falmouth, UK) and cocultured with thawed semen at a final concentration of 1 × 10^6^ sperm/mL at 38.5 °C in a humidified atmosphere with 5% CO_2_. Fertilization was performed with cryopreserved semen from bulls of known fertility generously donated by Genex Cooperative. Semen preparation was conducted using BO-SemenPrep™ medium and recovered sperm concentration was determined with a sperm cell counter (Nucleocounter SP-100, ChemoMetec, Allerod, Denmark) then used for fertilization. To improve genetic diversity and biological robustness, semen from two bulls of the same genetic background was used in rotation each week. No difference in embryo developmental rates was observed between bulls. After 18 h of fertilization, presumptive zygotes were denuded by vortexing at 3200 rpm for 60 s twice in a wash medium (IVF Bioscience, Falmouth, UK). Zygotes with intact membranes were transferred into BO-IVC™ medium (IVF Bioscience, Falmouth, UK) and cultured in a humidified atmosphere (5% O_2_, 5% CO_2_, and 90%N_2_) at 38.5 °C for further blastocyst collection.

To minimize variability associated with developmental stage [46], only expanded blastocysts on Day 7 and Day 8 were collected to be cut into two halves for sex determination and RNA-seq. After determining embryo sex, two half-cut expanded blastocysts of the same sex were pooled as one replicate. In total, 5 male and 6 female replicates were obtained. This pooling strategy was necessary due to the limited embryo number and aimed to increase RNA yield while still capturing representative transcriptomic signatures. Moreover, to increase the statistical power of sex ratio analysis, a total of 444 blastocysts including expanded and hatched blastocysts on Day 7, and non-expanded, expanded, and hatched blastocysts on Day 8 were collected for PCR-based sex determination. Embryos were washed three times with DPBS (Life Technology, USA), collected individually in PCR tubes, and snap-frozen at − 80 °C for later sex determination. Expanded blastocysts were placed individually in 10ul drops of DPBS covered with mineral oil in 35 mm culture dishes after a DPBS wash and evenly divided into two halves with a microblade under the microscope. Each half contained both the inner cell mass and trophectoderm (Fig. 1A). Cut embryos were stored separately at − 80 °C for future use.

**Fig. 1:**
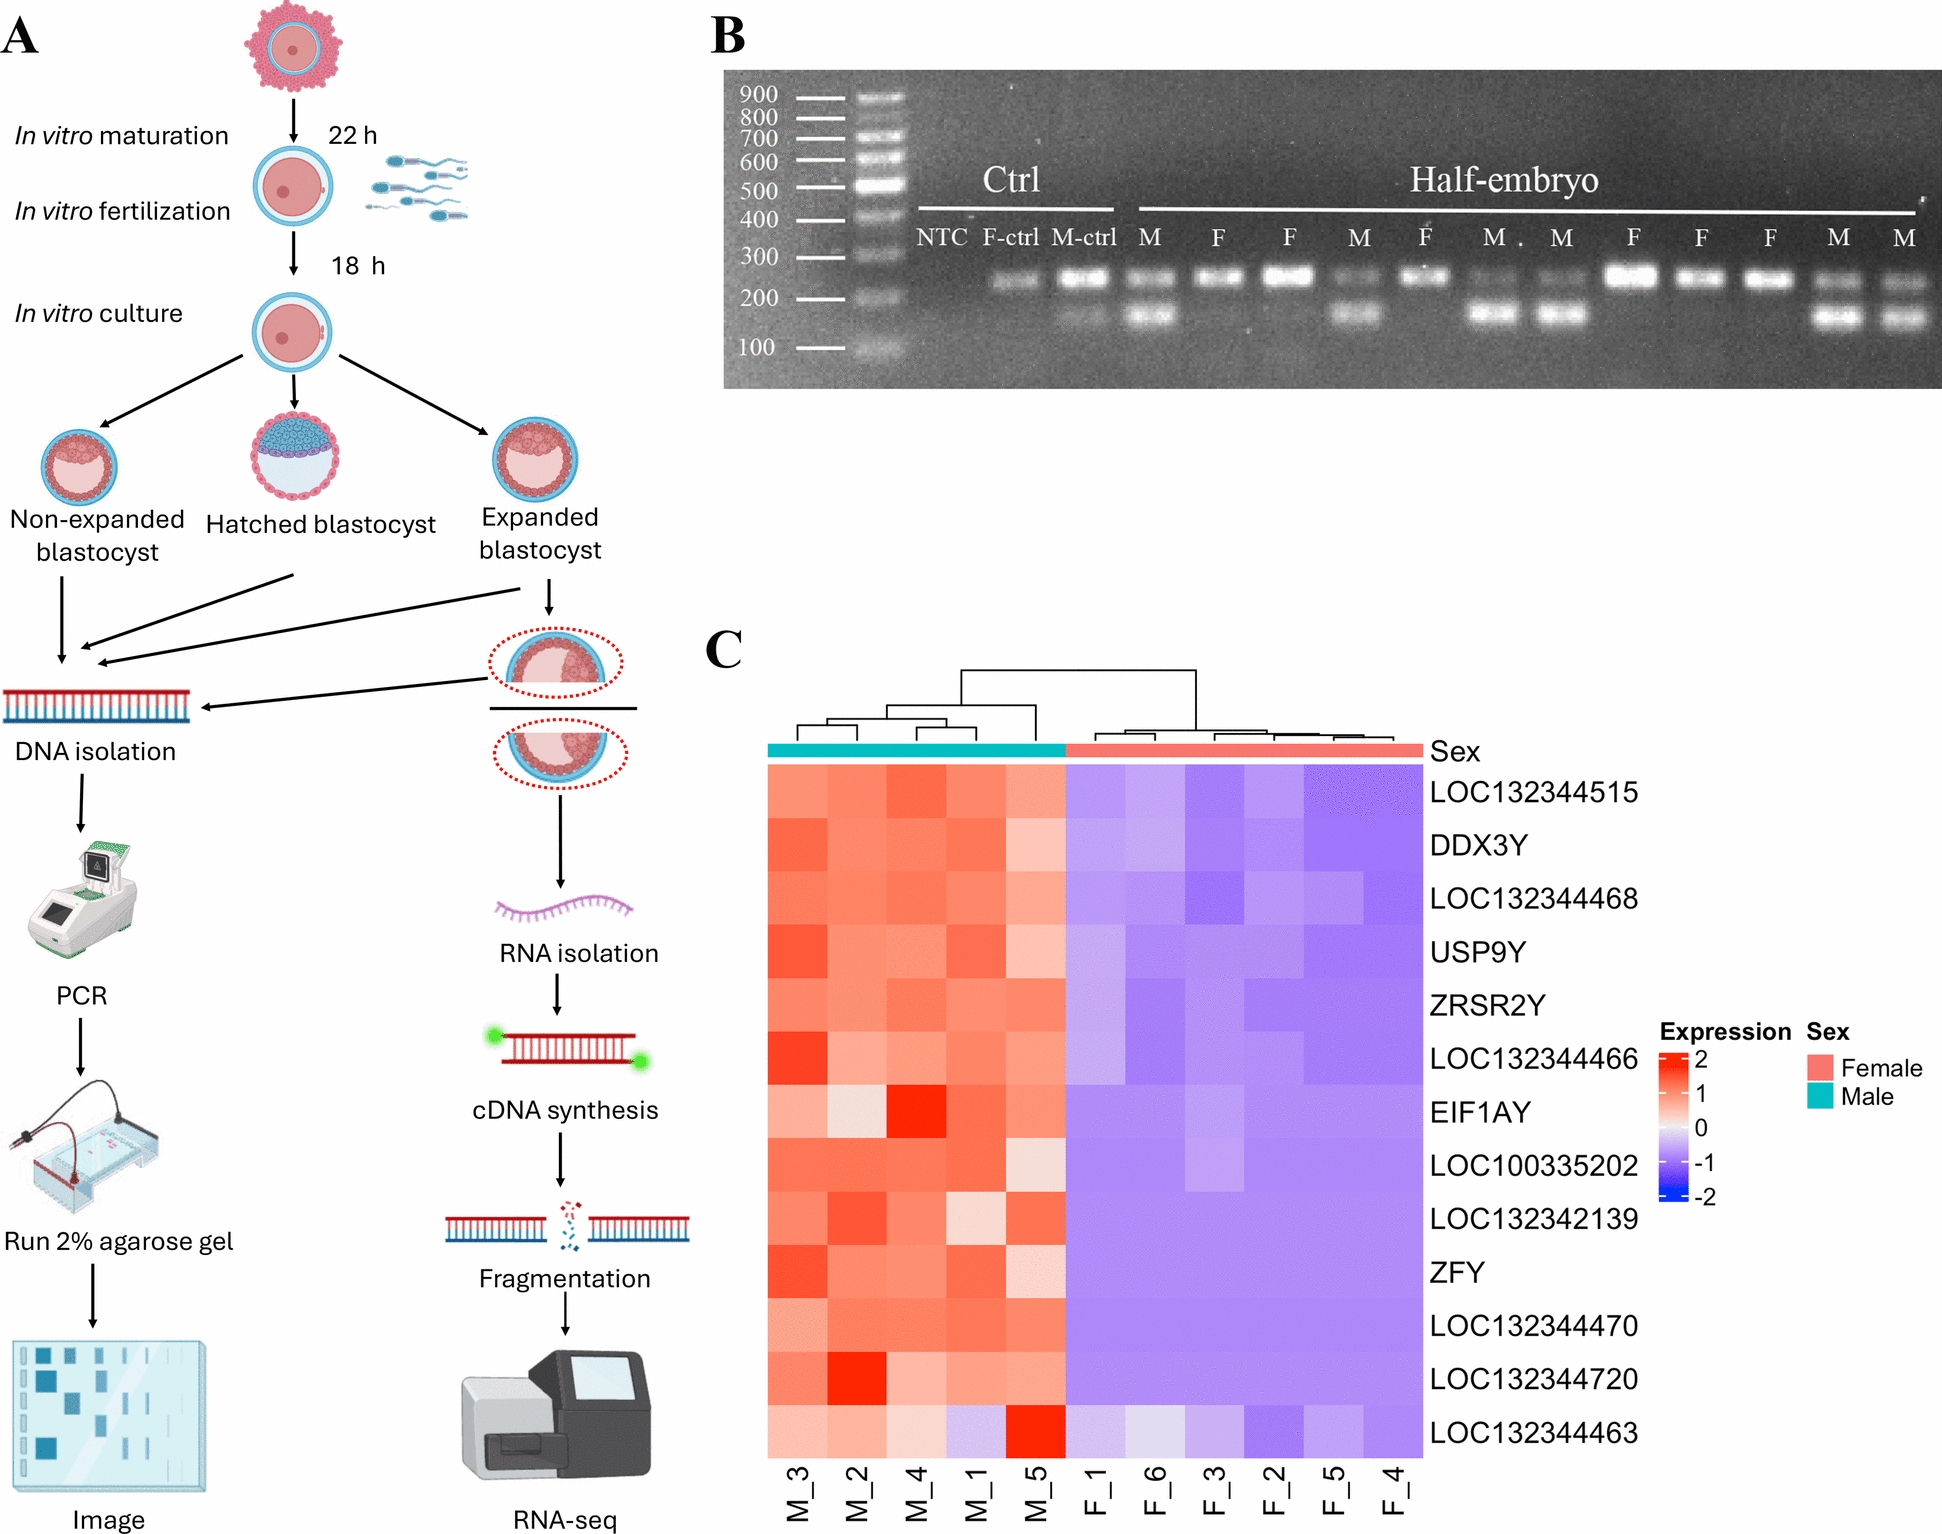
Overview of embryo sex determination. **A** Schematic overview of the experimental setup. Expanded blastocysts were cut into two halves evenly, with each half containing inner cell mass (ICM), trophectoderm (TE), and zona pellucida. One half was used for RNA-seq, and the other half was used for PCR-based sex determination. **B** Agarose gel of amplified gDNA of half blastocysts. Each lane is one control sample or a half-cut embryo; NTC: no-template control; F-ctrl: gDNA from bovine mammary alveolar cells (MAC-T cells); M-ctrl: gDNA from bovine testis tissues. Identification of the autosomal amplicon (217 bp) located above and the Y-specific amplicon (143 bp) located below. **C** Heatmap of all male-specific DEGs located on Y-chromosome in all RNA-seq samples. Each column represented an individual RNA-seq sample, and the hierarchical clustering along the X axis represented sample similarity based on the selected Y-linked gene expression. The color scale in the heatmap represents the z-score of normalized gene expression

### Sex determination

Embryo sexing followed a modified protocol [47]. Briefly, dissected embryos were lysed with 5 µL of cell lysis buffer with Proteinase K (1: 50 dilution, SingleShot Cell Lysis kit, 1725081, Bio-rad) and 100 µg/mL RNase (T3018L, New English Biolab), incubated at room temperature (RT) for 10 to 20 min, followed by 5 min at 37 °C and 5 min at 75 °C.

For PCR, 12.5 µL of One*Taq*^®^ Quick-Load^®^ 2 × Master Mix (M0486L, New England Biolabs) was mixed with 0.4 µl of 10 μM primers and 7.1 µl of nuclease-free water. The first round of PCR amplified a Y-linked DNA region using following conditions: 95 °C for 5 min; 20 cycles of 95 °C for 15 s, 58 °C for 15 s, and 72 °C for 15 s; then 10 min at 72 °C. For the second round, 1 μL of 4 μM autosomal primers were added, and an additional 17 PCR cycles were performed under the same conditions. Primer sequences were listed in Table S1.

PCR products (5 μL) were mixed with 1 μL of 6 × DNA loading dye (R0611, Thermo Scienticic) and loaded on 2% (wt/vol) agarose gels stained with SYBR Safe DNA gel Stain (S33102, Thermo Scienticic) for electrophoresis. Embryos were classified as males if the Y-linked and autosomal amplicons were both present and as females if only the autosomal amplicon was detected. A Pearson Chi-square test was performed using R for statistical comparisons for the numbers between female and male embryos.

### RNA-seq library construction

Given the limited sexed embryo sample obtained from each IVF week, two half-cut embryos with the same sex were pooled as a replicate. This strategy aimed to reduce individual embryo bias and ensure that each sample more accurately reflected group-level sex-specific transcriptomic differences. Five male and six female samples were used for RNA-seq library construction. Libraries were constructed using SMART-Seq^®^ HT PLUS Kit (R400748, Taraka). Briefly, pooled embryos were lysed in 1 × Lysis buffer with RNase inhibitor, and full-length double-strand cDNA was synthesized and amplified with 15 cycles with a one-step master buffer. The cDNA was quantified by Fragment Analyzer 5200 (Agilent) and purified with AMPure XP beads (Beckman Coulter). For each replicate, 8 ng of cDNA was fragmented, stem-loop adapter was added, and followed by 13 cycles of PCR for library amplification with unique dual indexes. Libraries were quality controlled (QC) and sequenced at Novogene Inc. (Sacramento, CA, USA), using NovoSeq PE150 platform.

### RNA-seq analysis

The adaptor removal and QC of the raw sequencing reads were performed using fastp (v 0.20.0) [48]. Reads with a percentage of low-quality base (quality score < 20) > 40% were removed. Reads with length < 30 bp or with high N content (> 5%) were also removed in this study. The cow reference genome (ARS-UCD 2.0) was downloaded from NCBI database, and clean reads were aligned to the reference genome using STAR (v 2.7.10b) [49] allowing no more than 3 mismatches. The raw read counts for each gene were extracted using featureCounts (v 2.0.3) [50], and the gene expression level was normalized by transcripts per million (TPM) using TPMCalculator [51]. To check the sample correlations, the principal component analysis (PCA) was conducted using the top 500 variable genes.

For identifying the differentially expressed genes (DEGs) between sexes, the raw read count matrix was imported in DEseq2 [52] R package. The pair-wise comparison was performed between female and male embryos, and DEGs were determined using the following criteria: |Fold Change (FC) > 1.5| and FDR < 0.1. To correct potential batches, including those related to collection weeks and bull semen, samples collection week was included as a covariate in the DESeq2 differential expression analysis. Additionally, an unsupervised hierarchical clustering was applied to the whole DEG list to highlight gene expression pattern between sexes, and the heatmap was generated using ComplexHeatmap [53] R package. The gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichments of sex-biased genes were then performed using clusterProfiler (v 4.12.6) [54] R package.

### Functional analysis of sex-biased regulators

To identify the sex-biased transcription factors (TF), we downloaded the bovine TF and cofactor list from AnimalTFDB (v 4.0) [36], and overlapped them with the DEGs. The expression pattern of RNA-binding proteins (RBPs) was assessed in bovine blastocysts through retrieving a comprehensive list of 1542 manually curated RBPs from human research [55] and converting them into bovine orthologs, and the sex-biased RBPs were obtained by overlapping with DEGs. We also checked the protein–protein interaction (PPI) networks for the DEGs using the Search Tool for the Retrieval of Interacting Genes (STRING, v12.0, https://string-db.org/), and proteins with interaction score < 0.4 were removed from our results. The PPI network was visualized with the Python hiveplotlib module to show the interaction patterns.

To check if the DEGs were significantly enriched in specific gene groups or genomic regions, we created six gene groups, including protein coding genes, TF, TF cofactor, and genes located on autosome, X and Y chromosomes. Fisher exact test was used to determine if the sex-biased genes were significantly more or less enriched in specific gene groups. In addition, we defined the promoter regions as ± 1 kb around the transcription start site (TSS) and performed motif searching using homer [56] to predict the upstream regulators of the DEGs. The motif results were summarized and clustered based motif sequence similarity using JunJunZai R package [57].

### Dosage compensation analysis

To evaluate the relationship between DEGs and dosage compensation in sex-biased early embryo development, the X chromosome to autosome (X:A) expression ratio was calculated for female and male embryos. The pairwiseCI R package was used to get a 95% confidence interval for the ratio of median of X to the median of A as in previous research [58]. 1000 bootstrap replicates were included in the analysis where sampling from the original data was done with replacement and stratified by the group variables. Moreover, the X:A ratio was calculated for three gene categories, including expressed genes (TPM > 1), DEGs, and non-DEGs between sexes. To remove the effects of non-unique mapped reads on gene expression, we further excluded the paralog genes in the bovine genome and calculated the X:A ratio for each of the defined gene categories. We also checked the distribution of DEGs on the X chromosome, and the gene density was calculated in a 1 Mb window, which was visualized using RIdeogram [59] R package.

### Sex-biased alternative splicing event identification

To characterize the alternative splicing patterns in bovine early embryos, we followed the official protocol of rMATS-turbo [60] to obtain the sex-biased alternative events, including skipped exon (SE), alternative 5′ splice sites (A5SS), alternative 3′ splice sites (A3SS), mutually exclusive exons (MXE), and retained intron (RI). Briefly, rMATS-turbo utilized the widely used percentage spliced in (PSI) metric to quantify alternative splicing, which represents the percentage of transcripts that include a specific exon or splice site, as calculated from RNA-seq read counts supporting specific exons or splice junctions, normalized by the effective lengths of distinct transcript isoforms, then a generalized linear mixed model was applied to identify differential alternative splicing events between two groups. The statistically significant events were further selected with the following criteria: average RNA-seq read count > = 10 in both sample groups, filtering out events with average PSI value ranging from 0.05 to 0.95 in both sample groups, false discovery rate (FDR) < = 0.01, and between-group PSI value difference |ΔPSI|≥ 0.05. To examine potential regulatory interaction between differentially expressed splicing factors and sex-biased SE events, we used rMATS-derived SE events and junction reads data as input for rMAPS2 [61]. The motif mapping tool in rMAPS2 was run with default parameters and the bovine reference genome to predict the enrichment of FMR1 and HNRNPH2 binding motifs relative to SE events [62]. The functional enrichment of genes associated with differential alternative splicing (DSGs) was performed using clusterProfiler. Additionally, overlapping analysis was performed between DEGs and DSGs.

### Relationships between alternative splicing and known protein-coding domains

To explore if the differential alternative splicing (AS) events were associated with a switch between protein-coding isoforms and check if the SE, which was the most abundant AS event type in our analysis, can disrupt known protein domains, similar methods in a previous study were used [63]. Firstly, the coding sequence (CDS) was extracted from each isoform in the reference genome annotation and translated into corresponding amino acid sequence. Next, the known protein-coding domains were obtained from the PFAM database [64] and the amino sequences were used to query the PFAM database for selecting high-confidence amino acid alignment to determine protein-coding domains in each isoform. The high-confidence protein-coding domain alignments were defined with the following criteria: domain score > 10, domain E-value < 0.01, sequence alignment E-value < 1e-5, accuracy (hmmscan metrics) > = 0.8, and the proportion of the sequence domain aligned > = 0.9. To establish the relationships between SE events and protein-coding domains, the protein-coding domain locations were translated to genomic coordinates. Finally, the protein-coding domains were determined to be affected if they were overlapped with skipped exons, and enrichment analysis was conducted for the genes containing the affected protein-coding domains to check the potential functional changes.

### Long-read sequencing and differential isoform expression analysis

To capture the embryonic isoform diversity, pooled (n = 25) 4-cell embryos were analyzed using PacBio long-read transcriptome sequencing. Briefly, 4-cell embryos were collected at 44 h post insemination (hpi). RNA was extracted using PicoPure^™^ RNA isolation kit (KIT0204, Applied Biosytems^™^) with DNase treatment (RNase-Free DNase Set, Qiagen), ISO-Seq^®^ express 2.0 kit for cDNA synthesis, SMRTbell^®^ prep kit 3.0 for library preparation, and HiFi sequencing on SMRT Cell of a Revio platform (Genomics Resources Core Facility at Weill Cornell).

Long-read sequencing data were processed using the Iso-Seq pipeline [65]. Briefly, the high quality HiFi reads (predicted accuracy ≥ Q20) were processed with lima to conduct primer removal, and cDNA barcode identification. The poly(A) tail trimming and concatemer removal were conducted with isoseq refine. Then the isoform consensus clustering analysis was performed using isoseq cluster2, and the output isoforms were aligned to the bovine reference genome using pbmm2 [66]. Unique isoforms were obtained using isoseq collapse and 5′ degraded isoforms were removed using cDNA_Cupcake [67]. Finally, SQANTI3 (v 5.2.1) was used to classify isoforms with default parameters.

Next, we added the novel isoforms identified by long-read sequencing data to the cow reference genome. Using this new annotation, isoform expression in cow blastocysts was quantified using Salmon [68] together with the short-read RNA-seq data, and significantly differential expressed isoforms between sexes were identified using the swish method of fishpond [69] with q-value < 0.05. Additionally, the sex-biased exon usages (padj < 0.05 and log2FC > 2) were examined using DEXSeq [70] with default settings.

### Validation of differential expression genes

Real-time quantitative polymerase chain reaction (RT-qPCR) was used to validate the result of DEG identified by RNA-seq. 10 sex-biased DEGs were selected based on their fold change, p-value, and chromosome location. Five were upregulated in females (3 on the X chromosome and 2 on autosomes) and five were upregulated in males (3 on the Y chromosome and 2 on autosomes). Primer sequences were listed in Table S2.

A 10µl qPCR reaction contained 2 ng of cDNA, iTaq^™^ Universal SYBR^®^ Green Supermix (Bio-Rad), and 0.5 µM of primers. The qPCR conditions were: 95 °C for 3 min; 30 cycles of 30 s at 95 °C, 58 °C for 30 s, and 72 °C for 45 s; and 72 °C for 10 min. Relative expression was calculated using the 2^−ΔΔCT^ method with *GAPDH* and *H2AZF* used as reference genes. For evaluating the relationships between qPCR and RNA-seq results, we fit a linear regression model based on the relative expression fold changes derived from these two methods for the selected genes.

### Validation of alternative splicing events

Seven genes that with differentially exon skipping events between sexes were validated by PCR. A 10 µL of reaction contains 4 ng of cDNA, 5 µL of One*Taq*^®^ Quick-Load^®^ 2 × Master Mix (M0486L, New England Biolabs), and 5 pmol each of forward and reverse primers. PCR was conducted with the condition as follows: 15 min at 95 °C; followed by 35 cycles of 30 s at 95 °C, 30 s at 58 °C, and 45 s at 72 °C; lastly 72 °C for 10 min. PCR products were visualized by gel electrophoresis using a 2% agarose-TAE gel. Primers were designed to span the predicted skipping exon and were listed in Table S3.

## Results

### Sex-specific development paces

On Day-7 (168 hpi), expanded and hatched blastocysts were collected, while non-expanded blastocysts were kept in the culture medium for another 24 h. On Day 8 (192 hpi), non-expanded, expanded, and hatched blastocysts were all collected. Expanded blastocysts were further divided into two even halves for sex determination or transcriptomic sequencing. Each half contained both the inner cell mass and trophectoderm (Fig. 1A). In total, 444 blastocysts were collected. 412 of them were successfully sexed by the genomic PCR with sex-related primers and visualized on electrophoresis gel imaging (Fig. 1B**)**. A significant male-biased development was observed among the collected blastocysts, except for Day 7 hatched embryos (Table S4). On Day 7, 107 out of 155 expanded blastocysts were males (sex ratio = 2.23, p < 2.15e-06), whereas no significant sex ratio difference in hatched blastocysts due to few embryos hatched on Day 7 (8 males vs. 4 females, sex ratio = 2, p = 0.25). On Day 8, all developmental stages exhibited a significant male-biased development, including non-expanded (80/99, sex ratio = 4.21, p < 8.75e-10), expanded (91/112, sex ratio = 4.33, p < 3.73e-11), and hatched blastocysts (29/34, sex ratio = 5.80, p < 3.86e-05). These results aligned with the previous studies reporting a higher proportion of male expanded and hatched in vitro produced blastocysts on Days 7 and 8 in cattle [1, 13, 71, 72]. Moreover, male-specific genes on the Y-chromosome showed significant low/no expression in female samples, confirming a high accuracy of sex identification (Fig. 1C).

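Gene-level counts of the authors' RNA-seq reads from 6 female and 5 male pools of expanded blastocysts give the values behind Fig. 1C. They are given as CPM, counts scaled to a common library size with the TMM factors of edgeR. In 12 of the 13 Y-linked genes of that panel, every male pool was above every female pool, a separation that chance gives to 0.216% of genes. Summed over these 12 genes, the level was 813 ± 238 CPM (SD, n = 5) in males and 3.01 ± 3.05 CPM (SD, n = 6) in females (two-sided exact permutation test, p = 0.00216, the smallest p that this design allows). The male pools held between 7351 and 14374 counts on the 12 genes, and the female pools between 0 and 96. The pools with 95 and 96 counts were female replicates 1 and 6. In every female pool, 4 of the genes had 0 counts and 6 had 3 counts or fewer. ZFY, at 7987375 to 8061279 on the Y chromosome, was counted at 29.0 ± 16.0 CPM (SD, n = 5) in males and in no female, which makes it at least 64.5-fold higher in males against a limit of 3 counts. The gene without such a separation was LOC132344463, at 736218 to 740740 on the Y chromosome. It was counted at 33.1 ± 4.48 CPM (SD, n = 6) in females and 61.5 ± 33.6 CPM (SD, n = 5) in males, with male replicate 5 at 120 CPM and the other males at 53.6 CPM or lower.

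**Figure D1:**
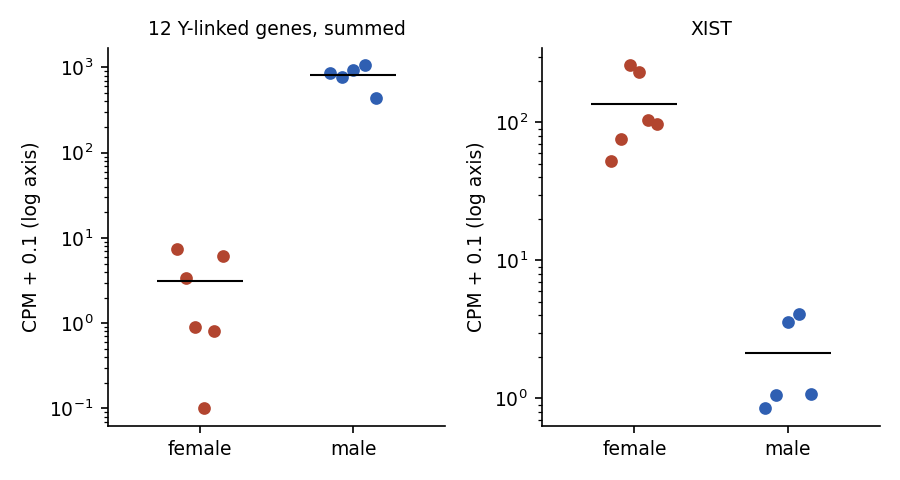
CPM plus 0.1 on a log axis for the sum of 12 Y-linked genes and for XIST in each female and male pool; each point is a pool. The male pools lie above every female pool for the Y-linked genes, at 433 CPM or more, and below every female pool for XIST.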

### Summary statistics of the RNA-seq data

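The RNA-seq data compared expanded blastocysts of known sex, with 6 female and 5 male libraries. Each library was made with the SMART-Seq HT PLUS kit, which amplifies full-length cDNA, from a pool of 2 cut embryos of the same sex, so a replicate is a pool and not an embryo. The authors trimmed the reads with fastp, aligned them with STAR to the ARS-UCD assembly with no more than 3 mismatches and deposited the reads that featureCounts assigned to each gene. These counts are whole numbers without normalization, for 32637 genes listed by symbol. Of these, 30271 matched a symbol of the RefSeq annotation of the same assembly, which gives each gene's chromosome, start, end and type. Between 6664112 and 16162985 reads per library were counted on genes in females (median 11067562), and between 9942952 and 21392764 in males (median 14358278). The paper's Table S4 gives from 20705934 to 57003540 raw reads per library, and the values here use the counted reads. CPM is the count scaled to a common library size with TMM factors. The 12802 genes kept by edgeR's filterByExpr for the 2 sexes were tested with edgeR's quasi-likelihood test, male against female. Genes with a Benjamini-Hochberg false discovery rate (FDR) under 0.1 and a fold change over 1.5, the paper's thresholds, were called sex-biased. The standard error given with a log2 fold change is the absolute log2 fold change over the square root of the test's F. edgeR itself gives none. The paper states that the collection week was a covariate. The sample labels give no week, and the first of the numbers in each library's name, from 1 to 3, was used as a block in its place. Whether that number is the week is not known. On a set of simulated counts with the same depths, the test recovered 85.6% of genes changed by a log2 of 2 and 39.2% of those changed by a log2 of 1. Of its calls there, 9.42% were genes that had not been changed. The simulated genes took their dispersions from the trend across genes and held no block effect, outlying library or correlation. These rates therefore need not hold in the real libraries.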

Five male RNA-seq samples (5 pools of 2 half-cut male expanded blastocysts) and 6 female RNA-seq samples (6 pools of 2 half-cut female expanded blastocysts) with known sex information determined by PCR were used for RNA-seq. RNA-seq was performed using the Illumina PE150 platform. Data quality and mapping information were summarized in Table S4. A total of 399,685,192 raw reads were generated in the 11 samples, averaging 36,335,017 reads per sample with an error rate of 0.04%. GC content of the samples ranged from 45.23% to 47.60%, while sequencing quality metrics Q20 and Q30 were above 89.94% and 83.16%, respectively. Unique read mapping rates to the bovine reference genome averaged 80.94%, indicating robust data quality for bioinformatic analysis.

### Identification of sex-specific differentially expressed genes (DEGs)

To assess transcriptomic variation and clustering between sexes, principal component analysis (PCA) was conducted. Using the top 500 most variable genes, samples grouped into two distinct clusters, consistent with our experimental design, confirming that female and male embryos have different transcriptomic profiles at the early embryo stage (Figure S1). 

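Principal components were taken from log2 CPM of the 500 most variable genes, centred and not scaled. PC1 held 36.2% of the variance and PC2 19.4%. Differences between the sexes made up 70.8% of the variance along PC1 (two-sided exact permutation test over the splits of 6 and 5 libraries, p = 0.00216). Male replicate 5 had a PC1 score of 57.3, and the other males scored from 9.75 to 17.5. Without that library, the sexes' share of PC1 was 96.4%, and over the fits without each of the other libraries it was lowest at 54.8%, without female replicate 4. With the means of the library numbers removed, it was 83.8%. Of the 500 genes, 400 were autosomal, 63 X-linked and 10 Y-linked, and 24 lay on unplaced sequences. The alternative that moved the share most was the restriction to autosomal genes, where the share on PC1 was 23.7% (exact permutation test, p = 0.039) and that on PC3 was 49.0% (p = 0.0216 in the same exact test).

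**Figure D2:**
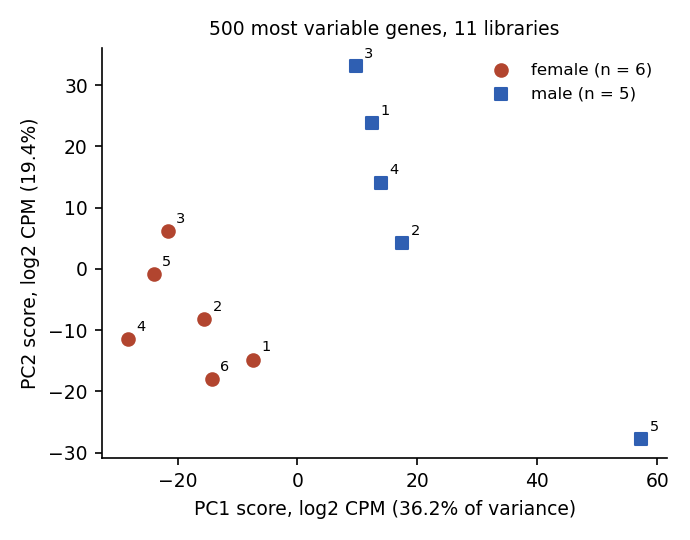
PC1 and PC2 scores of the 11 libraries, from log2 CPM of the 500 most variable genes; each point is a library, coloured by sex. PC1 holds 36.2% and PC2 19.4% of the variance, and male replicate 5 lies apart at a PC1 score of 57.3.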

Sex-specific transcriptomic profiles were expected due to the different sex chromosome compositions between males and females. Indeed, 837 DEGs were identified between the two sexes, with 231 upregulated DEGs and 606 downregulated DEGs in male expanded blastocysts when compared to female expanded blastocysts (Fig. 2A, Table S5). Additionally, protein–protein interaction analysis revealed intensive interactions both within the DEG groups and across the non-DEGs (Figure S2), which may help to establish the sex-specific regulatory networks during early embryo development [35]. 

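Of the 12802 tested genes, 265 had an FDR under 0.1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 245 of them also passed the fold change of 1.5. These were 53 male-biased and 192 female-biased genes. All 245 are among the DEGs of the paper's Table S5. Of the 837 genes in that table, 763 were tested here, and all 763 had the table's direction. The other 74 had too few counts for the filter. The number of sex-biased genes moved with the settings. It was 62 when the fold change of 1.5 was itself tested (glmTreat), and 743 when every gene with at least 1 count was tested. That last fit left the log2 fold change of XIST at -5.85, where the filtered test had -5.86. The adjusted p of XIST from edgeR fell from 1.79e-05 to 4.62e-93, so calls that only this fit adds are weak evidence. DESeq2 called 655 genes with the library number and 739 without it. With both numbers of the library name, a design chosen after the values were seen, DESeq2 called the 837 genes of Table S5. In the edgeR test, leaving out one library at a time gave from 95 genes, without male replicate 3, to 364, without male replicate 5. Male replicate 3 is the only male of library number 2. Without it, female replicates 3 and 4 have no male in their block and add nothing to the fold change between the sexes. The drop in calls in that fit therefore cannot be put down to this pool alone.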

The two most differentially expressed genes *XIST* and *USP9Y*, located at the X chromosome and Y chromosome, were significantly upregulated in female and male expanded blastocysts, respectively. 

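XIST, at 77161577 to 77198299 on the X chromosome, is a long non-coding RNA gene and had the smallest adjusted p of all tested genes. Its level was 137 ± 86.8 CPM (SD, n = 6) in females and 2.02 ± 1.57 CPM (SD, n = 5) in males, a log2 fold change of -5.86 (standard error 0.36, adjusted p = 1.79e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lowest female library had 52.3 CPM and the highest male library 3.97 CPM. USP9Y, a protein-coding gene at 7120084 to 7247224 on the Y chromosome, was at 51.2 ± 25.8 CPM (SD, n = 5) in males and 0.297 ± 0.462 CPM (SD, n = 6) in females. Its log2 fold change was 7.41 (standard error 0.59, adjusted p = 8.70e-05 from the same edgeR test). Between them in adjusted p came LOC132344468 on the Y chromosome, with a log2 fold change of 8.23 (3.93e-05), and LOC616695 on the X chromosome, with -6.58 (7.16e-05). Leaving out one library at a time kept XIST between -6.34 and -5.65 and USP9Y between 6.87 and 8.62.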

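The sex-biased genes called by edgeR were assigned to chromosomes by the RefSeq annotation. Of 12172 tested autosomal genes, 86 were sex-biased, 42 toward males and 44 toward females. Of 476 tested X-linked genes, 132 were female-biased and 1, CD99, was male-biased. Of 13 tested Y-linked genes, 10 were male-biased. Another 14 female-biased genes lay among the 77 tested genes on sequences that the assembly does not place on a chromosome, and 2 were assigned to none of these classes. The median log2 fold change was 0.02 over autosomal genes, -0.85 over X-linked genes and -0.95 over unplaced genes. The autosomal calls were the least stable. There were 163 of them without male replicate 5 and 15 without male replicate 3. Placed by the same annotation, the 837 genes of Table S5 fall into 539 autosomal, 251 X-linked and 13 Y-linked genes, 30 genes on unplaced sequences and 4 in none of these classes.

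**Figure D3:**
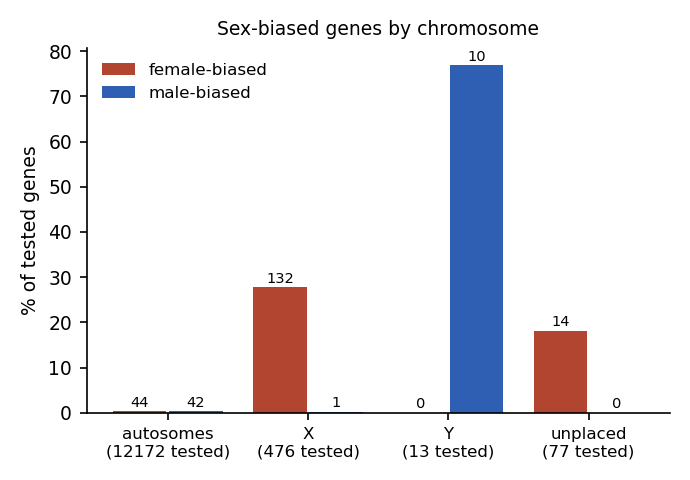
Percent of the tested genes that were called female-biased or male-biased, by chromosome class, with the number called above each bar. Of 476 tested X-linked genes, 132 were female-biased and 1 male-biased.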

Among all the DEGs, 574 were located at the autosomes, 250 were located at the X chromosome, and 13 were located at the Y chromosome (Table S6).

**Fig. 2:**
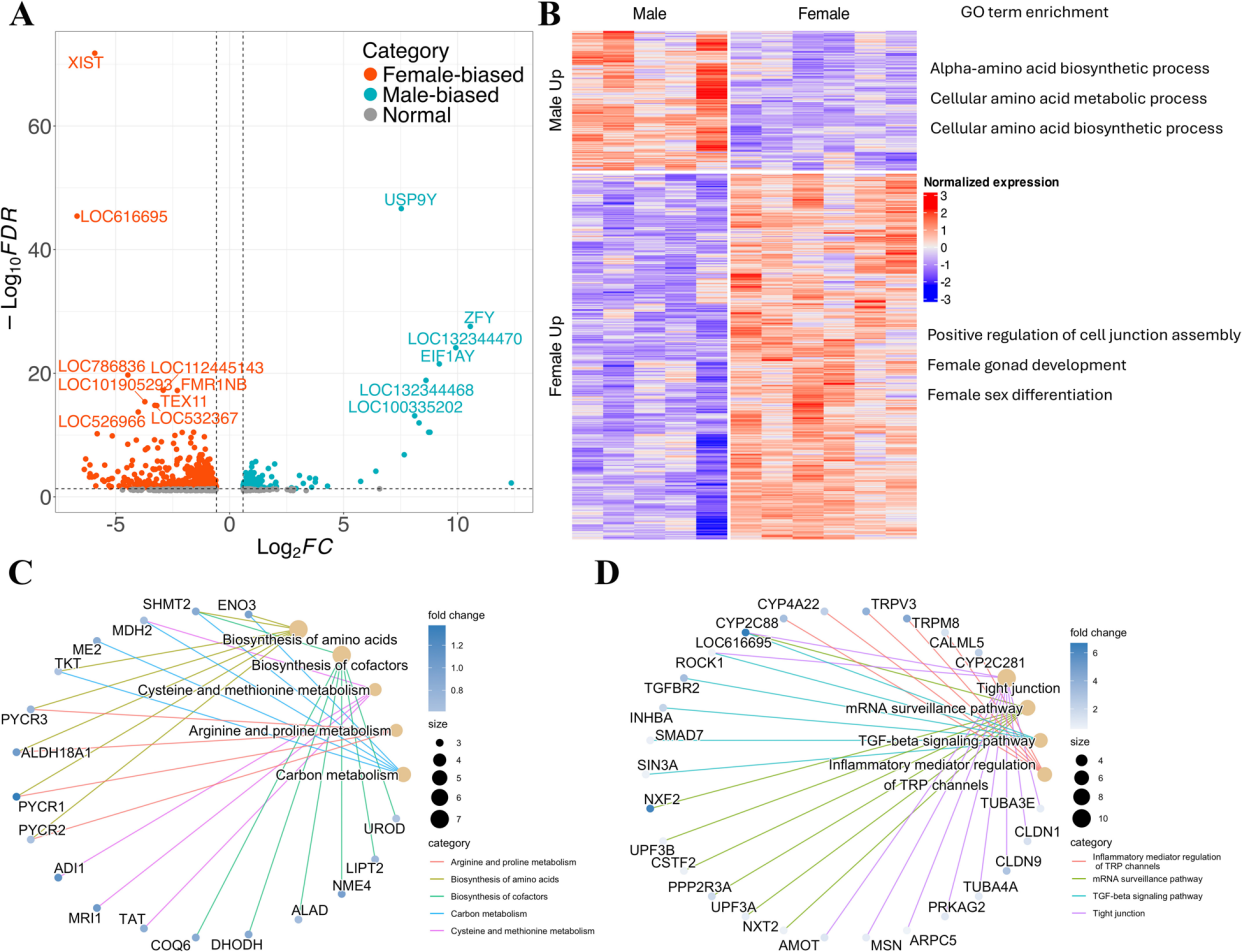
Sex-biased genes of bovine expanded blastocysts and functional enrichment. **A** Volcano plot showing all DEGs between male and female expanded blastocysts (BL). **B** Heatmap of sex-biased DEGs with associated GO functional terms. Color represents the z-score of normalized gene expression. **C** KEGG pathways enrichment of male-biased DEGs. Dot size indicates the number of genes associated with each pathway, and color represents fold enrichment based on the DESeq2 analysis between males and females. **D** KEGG pathways enrichment of female-biased DEGs. Dot size indicates the number of genes associated with each pathway, and color represents fold enrichment based on the DESeq2 analysis between males and females

### Function and regulation of sex-biased DEGs

To further explore these sex-specific transcriptomic differences, we performed an unsupervised hierarchical clustering of the entire sex-biased DEG list (Table S5). 

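Among the 192 female-biased genes of the edgeR test, 143 had CPM in every female library above every male library. Among the 53 male-biased genes, 45 had every male library above every female library. Over all tested genes, 241 (1.88%) were separated with females above and 183 (1.43%) with males above, where chance gives 0.216% in either direction. In the paper's DEG list, 228 of the 606 female-biased and 76 of the 231 male-biased genes were separated in these counts. The CPM of the remaining DEGs overlapped between the sexes in at least one library.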

The DEGs were grouped into two clusters, corresponding to female- or male-biased genes (Fig. 2B). 

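For the male-biased genes that the paper's tables assign to amino acid processes, ADI1, PYCR1 and PYCR3 among them, the counts gave the following differences. All 5 genes assigned to the alpha-amino acid biosynthetic process were higher in males, with a median log2 fold change of 1.05. The test across all genes called 1 of them, ADI1, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment adjusted over the list alone put all 5 under an FDR of 0.1. The paper picked these genes on the same libraries, so the count over the list is not independent evidence. All 8 genes assigned to the cellular amino acid metabolic process were higher in males as well, with 1 called across all genes and 8 adjusted over the list alone. DESeq2 with the library number and edgeR on every gene with at least 1 count each called 4 of the 5 genes and 6 of the 8. In the fits without one library, from 0 to 2 genes of either list were called. ADI1, at 111039144 to 111045469 on chromosome 8, was at 76.2 ± 35.1 CPM (SD, n = 5) in males and 33.9 ± 6.82 CPM (SD, n = 6) in females. This was a log2 fold change of 1.10 (standard error 0.25, adjusted p = 0.0627 from the edgeR test), and it was called in 5 of the 11 fits that each left out one library. PYCR1, on chromosome 19, had a log2 fold change of 1.39 (standard error 0.49, adjusted p = 0.238 from edgeR), and PYCR3, on chromosome 14, one of 0.77 (standard error 0.23, adjusted p = 0.158 from edgeR). Without female replicate 3, which had 7.78 CPM of PYCR1 against 3.30 CPM or less in the other females, PYCR1 was called male-biased.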

Gene ontology (GO) analysis showed that male-biased DEGs were primarily associated with metabolic processes, with top functions such as alpha-amino acid biosynthetic, cellular amino acid metabolic, and cellular amino acid biosynthetic process. In contrast, female-biased DEGs were enriched in processes such as female gamete generation, ovulation cycle process, positive regulation of cell junction assembly, and female gonad development (Fig. 2B). Moreover, the enrichment results of KEGG analysis showed that male-biased DEGs were enriched in metabolism and biosynthesis pathways, while female-biased DEGs were associated with inflammatory responses, cellular activity, TGF-beta signaling, and tight junction (Fig. 2C and D).

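All 6 genes that the paper's tables assign to female gamete generation were higher in females, as were the 3 of the ovulation cycle process, the 4 of positive regulation of cell junction assembly and the 4 of female gonad development. The edgeR test across all genes called 1, 1, 0 and 2 of them in that order. At the lowest, the fits without one library called 1, 0, 0 and 1. DESeq2 with the library number called 5, 3, 3 and 4, and edgeR on every gene with at least 1 count called 4, 2, 2 and 3. In the edgeR test adjusted over the list alone, 6, 3, 4 and 4 had an FDR under 0.1, and the same numbers had an unadjusted p under 0.05. These lists hold only DEGs of the same libraries, so the smaller adjustment adds no independent evidence. The X-linked ZFX, at 119110017 to 119149874, was at 66.9 ± 7.94 CPM (SD, n = 6) in females and 34.3 ± 4.05 CPM (SD, n = 5) in males. The difference was -0.94 on the log2 scale (standard error 0.14, adjusted p = 0.00801 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called without each library in turn. PTPRN, on chromosome 2, was at 2.59 ± 1.08 CPM (SD, n = 6) in females and 0.264 ± 0.346 CPM (SD, n = 5) in males. This difference was a log2 fold change of -3.39 (standard error 0.80, adjusted p = 0.0723 from edgeR), and it was called in 2 of the 11 fits without one library. PTGS2, on chromosome 16, had a log2 fold change of -1.20 (standard error 0.36, adjusted p = 0.166 from edgeR) and, among the fits without one library, was called in that without female replicate 2.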

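Of the 18 genes shown for male-biased pathways in Fig. 2C, all were tested and all were higher in males, with a median log2 fold change of 0.80. The edgeR test called 3 of them across all genes, ADI1, COQ6 and ALAD, and none in the fits without male replicate 3 and without 4 of the 6 female libraries. Among them, DESeq2 with the library number called 14, and edgeR on every gene with at least 1 count 12. Adjusted over the list alone, 17 had an FDR under 0.1, which is not independent of the paper's choice of these genes. Of the 26 genes shown in Fig. 2D, 23 were tested, and all 23 were higher in females with a median log2 fold change of -1.27. Across all genes 6 were called, namely LOC616695, NXF2, UPF3B, AMOT, MSN and ARPC5, and 23 passed when adjusted over the list alone. In the fits without one library, the number called ran from 3 (without female replicate 2, 4 or 6) to 10 (without male replicate 5), and the same 2 alternatives called 20 and 18. By pathway, 6 of 7 genes of the ribosome, 0 of 7 of biosynthesis of amino acids, 1 of 6 of TGF-beta signaling and 4 of 10 of tight junction were called. In the fits without one library, from 1 (without male replicate 3) to 4 of the ribosome genes were called. All 7 genes of biosynthesis of amino acids had an unadjusted p under 0.05, and the 2 alternatives called 5 and 6. For the inflammatory mediator regulation of TRP channels, 3 of 6 genes had enough counts to be tested and 0 were called, with 2 at an unadjusted p under 0.05, while the 2 alternatives called 5 of the 6. For TGF-beta signaling they called 3 and 2 genes, for tight junction 8 and 7, and for the ribosome 6 each.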

Examination of bovine known transcription regulators in sex-biased DEGs identified 68 sex-biased expressed TFs and cofactors, with 19 showing higher expression in males and 49 in female embryos, respectively (Fig. 3A). Specifically, we observed a few male-biased pluripotency regulators, including *HMGA2, SOX21,* and *PRDM14*. Moreover, we converted the human RNA binding proteins (RBP) list to cow orthologs and identified 31 and 21 RBPs exhibiting female- and male-biased expression, respectively (Fig. 3B**).** For example, FMR1 and HNRNPH2 are two known splicing factors annotated in the SpliceAid-F database [73], and they were significantly upregulated in female embryos compared to male embryos. 

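Of the 19 male-biased transcription factors and cofactors in Fig. 3A, 17 were tested, and of the 49 female-biased ones, 48. All were on the listed side, with a median log2 fold change of 0.67 for the male-biased and -1.02 for the female-biased genes. Across all genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 3 of the male-biased regulators, CNBP, MEIS2 and SNX5, and 18 of the female-biased ones. Adjusted over the list alone, 15 and 45 had an FDR under 0.1, but the lists were drawn from DEGs of the same libraries and this is not independent evidence. The 18 called female-biased regulators included 15 X-linked genes, among them ATRX, KDM6A, MED12 and ZFX. There were 4 female-biased calls without male replicate 3 and 22 without male replicate 5. The male-biased calls ran from 0, without female replicate 2, 4 or 5 or male replicate 2 or 3, to 5, without male replicate 5. DESeq2 with the library number called 12 male-biased and 34 female-biased regulators, and edgeR on every gene with at least 1 count called 11 and 30.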

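HMGA2, at 47816651 to 47966306 on chromosome 5, was at 3.39 ± 4.75 CPM (SD, n = 5) in males and 0.597 ± 0.692 CPM (SD, n = 6) in females. Male replicate 2 had 11.8 CPM and the other males from 0.579 to 1.99 CPM. The log2 fold change was 2.29 (standard error 1.16, adjusted p = 0.432 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without male replicate 2 it was 1.06. PRDM14, at 33786654 to 33805075 on chromosome 14, was at 31.5 ± 12.0 CPM (SD, n = 5) in males and 16.0 ± 8.83 CPM (SD, n = 6) in females, with a log2 fold change of 1.12 (standard error 0.41, adjusted p = 0.259 from the edgeR test). SOX21, at 69201393 to 69204187 on chromosome 12, had too few counts for the filter. Its level was 1.72 ± 2.29 CPM (SD, n = 5) in males, from 0 to 4.76 CPM, and at most 2 counts in any female library, so the male mean was at least 3.83-fold higher than a limit of 3 counts. That mean rests on male replicates 2 and 5, with 45 and 75 counts. The other males had 2 counts or fewer, below the same limit. The sexes did not differ in SOX21 beyond the spread between libraries (two-sided exact permutation test, p = 0.0866). With every gene of at least 1 count tested, the edgeR test called HMGA2 (adjusted p = 0.04), PRDM14 (adjusted p = 0.00444) and SOX21 (adjusted p = 0.00162) male-biased. The adjusted p of that fit ran far lower at like fold changes, as for XIST, so these calls are weak evidence. DESeq2 with the library number as a covariate called PRDM14 (adjusted p = 0.0759) and SOX21 (adjusted p = 0.0867) and not HMGA2 (adjusted p = 0.164). When the fold change of 1.5 was itself tested, the adjusted p of HMGA2 and PRDM14 from edgeR rose to 0.999986.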

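All 31 female-biased RNA-binding proteins of Fig. 3B were tested and higher in females, and all 21 male-biased ones were higher in males. The edgeR test across all genes called 18 of the 31 and 11 of the 21, and 31 and 21 had an FDR under 0.1 when adjusted over the list alone. The lists are subsets of the paper's DEGs, so those last counts are not independent evidence. Without male replicate 3, the calls were 4 and 1. FMR1, at 30625348 to 30665584 on the X chromosome, was at 152 ± 39.4 CPM (SD, n = 6) in females and 82.7 ± 26.8 CPM (SD, n = 5) in males. Its log2 fold change of -0.84 (standard error 0.22, adjusted p = 0.103 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) just missed the FDR of 0.1, and it was called in the fits without female replicate 1, female replicate 3 or male replicate 5. HNRNPH2, at 50797754 to 50803596 on the X chromosome, was at 158 ± 21.5 CPM (SD, n = 6) in females and 83.2 ± 14.4 CPM (SD, n = 5) in males. The gene had a log2 fold change of -0.90 (standard error 0.16, adjusted p = 0.0189 from the same edgeR test), with a call in each of the 11 fits that left out one library.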

Next, we determined the genomic distribution of sex-biased genes, we found that female-biased genes were significantly enriched in protein-coding genes, TF cofactors, and X chromosomes, while male-biased genes were significantly enriched in protein-coding genes and Y chromosome (Fig. 3C), indicating the distinct regulation of sex chromosomes in sex-specific early development.

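The sex-biased genes of the edgeR test were compared with the other tested genes by two-sided Fisher's exact tests. Of the 192 female-biased genes, 68.8% were X-linked, against 2.73% of the other genes (odds ratio 78.4, exact p = 5.13e-148). Of the 53 male-biased genes, 18.9% were Y-linked, against 0.0235% of the others (odds ratio 988, exact p = 1.70e-22). Autosomal genes made up 79.2% of the male-biased genes and 95.1% of the others (odds ratio 0.195, exact p = 4.32e-05). Of the 11 male-biased genes outside the autosomes, 10 were Y-linked and 1 X-linked, so this deficit mirrors the Y-linked share and is no separate result. It was not seen with Table S5 in place of the calls (odds ratio 0.879, exact p = 0.658), where 5.63% of the male-biased genes were Y-linked. Protein-coding genes made up 95.3% of the female-biased genes and 94.7% of the others (odds ratio 1.14, exact p = 0.871), so no enrichment was detected. All 53 male-biased genes were protein-coding, against 94.7% of the others (exact p = 0.116). The result for this group depended on the background and on the genes called. Against all annotated genes, which include genes with too few counts to be called, the odds ratio for female-biased genes was 10.6 (exact p = 5.40e-19). It was 1.48 for DESeq2 with the library number (exact p = 0.0325), 1.37 for Table S5 (exact p = 0.0631) and 0.863 for edgeR without the block (exact p = 0.553). For male-biased genes the odds ratios were 3.24 (exact p = 0.00384), 2.32 (exact p = 0.00852) and 5.36 (exact p = 0.0643) in that order. The enrichment of TF cofactors was not analysed here. From the enrichment of female-biased genes on the X chromosome and of male-biased genes on the Y chromosome, the paper reasons that the sex chromosomes are regulated differently in sex-specific early development.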

**Fig. 3:**
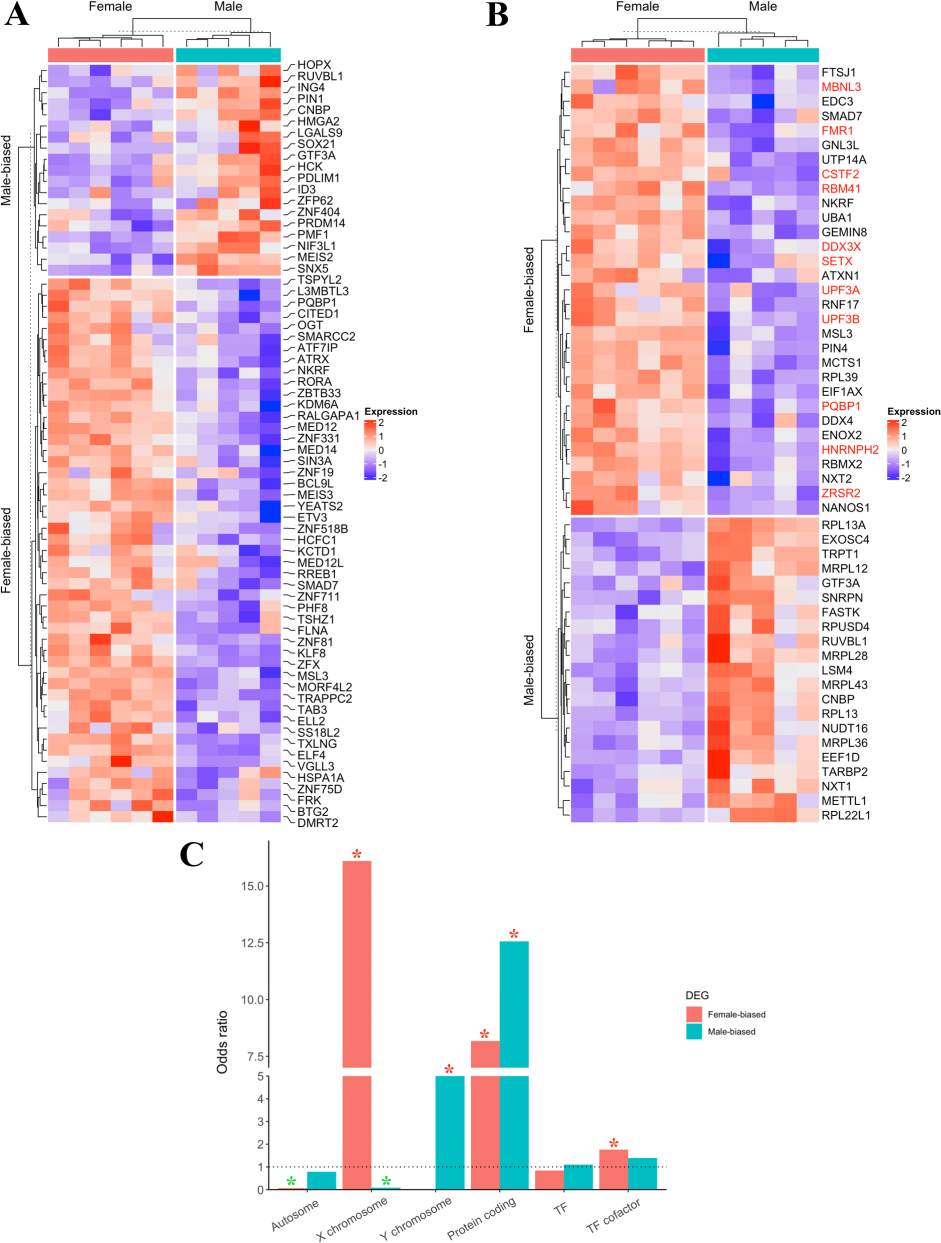
Heatmaps of Sex-biased transcription regulators and genomic distribution of DEGs. **A** Sex-biased transcription factors and cofactors. The color in the heatmap represents the z-score of normalized gene expression. **B** Sex-biased RNA binding proteins (RNA splicing factors highlighted in red). The color in the heatmap represents the z-score of normalized gene expression. **C** Enrichment analysis of DEGs in different gene groups. Green asterisks mean significantly less enrichment (p-value < 0.01) and red asterisks means significantly over enrichment (p-value < 0.01)

Next, we performed de novo TF identification by motif calling based on promoter regions of the sex-biased DEGs. This analysis revealed several sex-biased motifs with predicted upstream binding TFs (Figure S3). For example, the female-biased motifs were dominated by TFs such as *ETV, ELK, ELF, SP*, and *KLF* families, whereas the male-biased motifs included *KLF, SP, ETS,* and *ELF* TF families. Shared TF families between the two sexes included *PABPC1, NFY, ELK4, ELFs, SPs,* and *KLFs,* with *PABPC1* showing the most significant enrichment (Figure S3)*.*

### X-chromosome dosage compensation in sex-specific embryos

To investigate the X-chromosome dosage compensation at the blastocyst stage, X:A ratios were calculated in three categories: expressed genes (TPM > 1), DEGs, and non-DEGs for both sexes (Fig. 4). An X:A ratio of 1.0 or higher indicates complete compensatory upregulation of X-linked genes compared to autosomes, 0.5 suggests no compensation, and values between 0.5 and 1 reflect partial compensation [74]. In male embryos, the X:A ratios were consistently around 1 in expressed genes and slightly lower than 1 in male-biased DEGs (Fig. 4), indicating a complete and incomplete dosage compensation, respectively. In contrast, the X:A ratios varied in female embryos, with the highest value (> 1.5) observed in female-biased DEGs, around 1.3 for the expressed genes, and close to 1 for non-DEG. These findings suggested that the dosage compensation levels differed among different subgroups of the X-linked genes, with female-biased X-linked DEGs being the primary drive of dosage.

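The X:A ratio was computed in each library as the median CPM of X-linked genes over the median CPM of autosomal genes, for genes above 1 CPM in that library. The deposited files give no exon lengths, so CPM took the place of the paper's TPM, and the ratio is on a scale without gene length. In males, the ratio over expressed genes was 0.643 ± 0.0653 (SD, n = 5), from 0.571 to 0.700. Over the sex-biased genes of the edgeR test it was 0.419 ± 0.102 (SD, n = 5), with male replicate 5 at 0.239 and the other males between 0.447 and 0.483. Without that library the mean was 0.465. Restricted to male-biased genes, the ratio rests on 1 X-linked gene, CD99. Of the cutoffs, that of 5 CPM moved the male ratio over expressed genes most, to 0.869 ± 0.0671 (SD, n = 5).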

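In females, the X:A ratio over expressed genes was 0.973 ± 0.0724 (SD, n = 6), from 0.892 to 1.09. It exceeded the male ratio by 0.330, and every female library was above every male library (two-sided exact permutation test, p = 0.00216; p = 0.00926 when the sexes were permuted within library numbers). Over the sex-biased genes called by edgeR, the female ratio was 1.02 ± 0.194 (SD, n = 6), which was 0.596 above the male ratio (p = 0.00433 in the same exact test). Of the called X-linked genes, 132 were female-biased and 1 male-biased in these libraries, while the called autosomal genes numbered 44 and 42. The selection thus largely sets the direction of this difference, and its p is not independent evidence. Over the expressed genes that edgeR did not call, the female ratio was 0.647 ± 0.0406 (SD, n = 6). When each sex was given only the genes biased toward it, the female ratio was 2.13 ± 0.402 (SD, n = 6) over 130 X-linked genes.

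**Figure D4:**
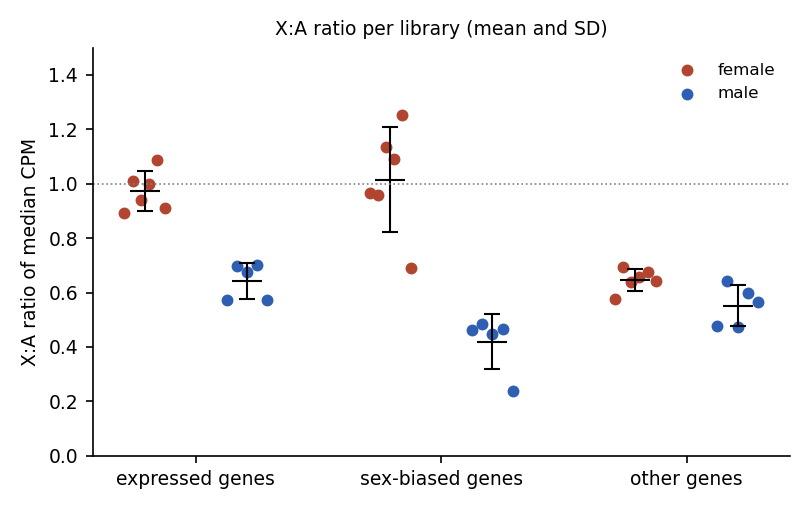
X:A ratio of median CPM in each library for expressed genes (above 1 CPM), sex-biased genes and the other expressed genes, by sex; points are libraries. Over expressed genes, the female libraries lie between 0.892 and 1.09 and the male libraries between 0.571 and 0.700.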

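Among the expressed genes that were not called sex-biased, the female X:A ratio was 0.0953 above the male ratio (two-sided exact permutation test, p = 0.026). In 5 of the 11 fits without one library the p was above 0.05, with the difference between 0.0754 and 0.0933. Other cutoffs moved the difference both ways. It was 0.269 for genes with a mean above 1 CPM over all samples (exact permutation test, p = 0.00216). For genes above 5 CPM it was 0.0422 (exact permutation test, p = 0.394). With the DEGs of Table S5 set aside in place of the calls, the female ratio over the remaining genes was 0.493 ± 0.0294 (SD, n = 6) and the male ratio 0.487 ± 0.0835 (SD, n = 5). That difference of 0.00563 was within the spread of the libraries (exact permutation test, p = 0.874). The ratio over the DEGs of Table S5 was 1.74 ± 0.159 (SD, n = 6) in females and 0.896 ± 0.180 (SD, n = 5) in males. These categories were formed by the difference between the sexes in the same libraries, so the lack of a difference in the remaining genes follows in part from the division itself. Before any division, 449 of the 476 tested X-linked genes were higher in females.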

**Fig. 4:**
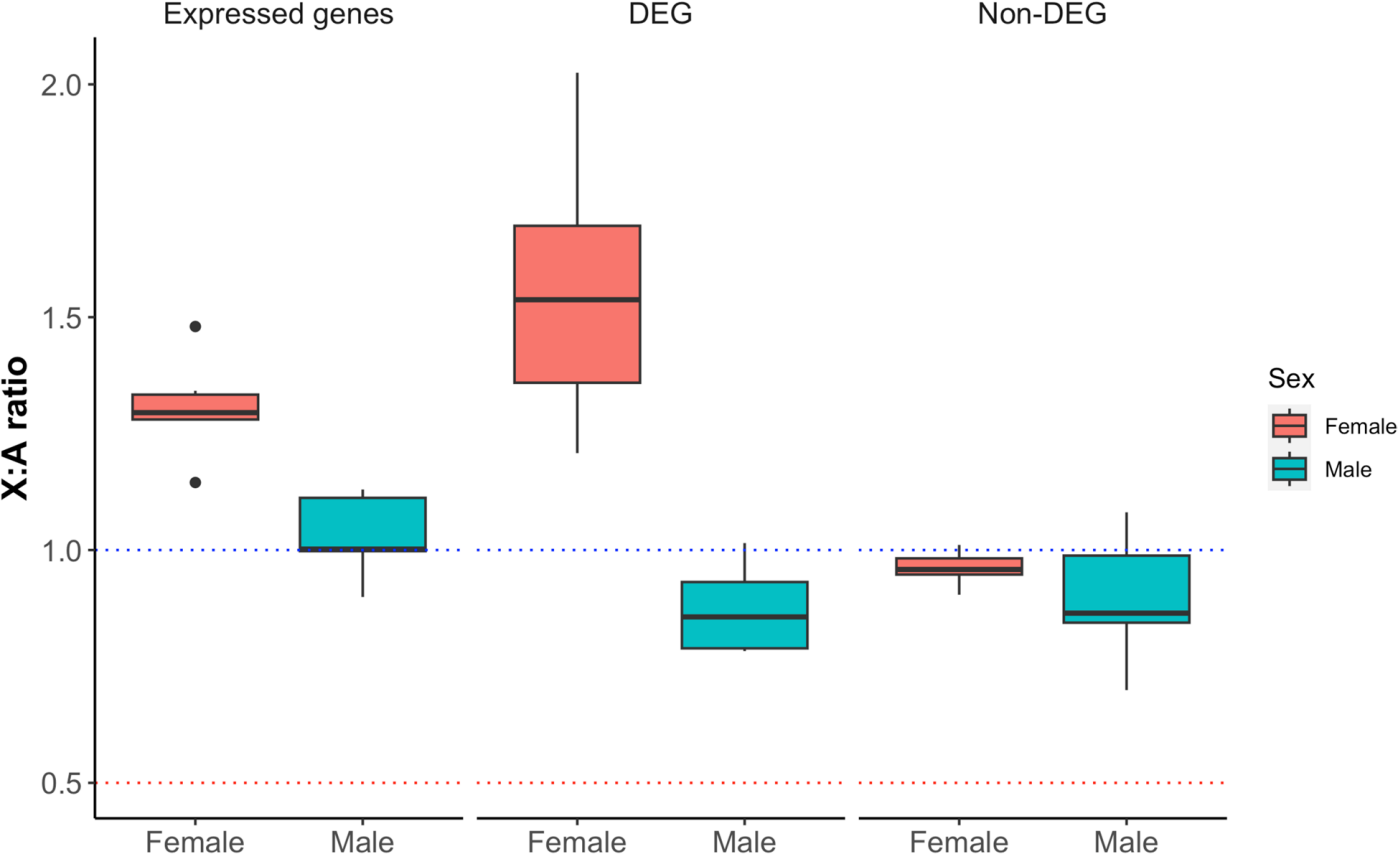
Gene dosage compensation. The X:A expression ratio was calculated using expressed genes (TPM > 1), DEGs and non-DEGs in female and male expanded blastocysts

Given the fact that the X chromosome is abundant with paralog genes in mammals [75, 76], which might affect the quantification of the X-linked genes, we recalculated the X:A ratio after excluding the paralog genes in the bovine genome. Interestingly, the X:A ratio was reduced when excluding the paralog genes, especially in the sex-biased DEGs group, further supporting the enrichment of paralog genes on the X chromosome contribute to the dosage compensation (Figure S4).

To further assess if the elevated expression of X-linked DEGs in females was associated with X chromosome inactivation (XCI) and located to specific XCI regulatory regions such as the X inactivation center, XCI escapes, gene-rich areas, or pseudoautosomal regions (PAR), which is known to escape XCI [75, 77]. We collected a total of 52 known XCI escapee candidates from previous research [78], and compared their genomic distribution with the female-biased X-linked DEGs and all annotated X-linked genes (Figure S5). 

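The tested X-linked genes were counted in bins of 10 Mb along the X chromosome. Female-biased genes of the edgeR test occurred in all 14 bins. Their share of the tested genes ran from 11.4% (8 of 70) between 30 and 40 Mb to 50.0% (10 of 20) between 110 and 120 Mb. The bins with the most tested genes, at 30 to 40 Mb and at 80 to 90 Mb, had 8 and 12 female-biased genes, and the bin at 50 to 60 Mb had 23 of 57. The median log2 fold change was negative in every bin, between -1.33 and -0.40, the latter at the distal end from 130 Mb.

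**Figure D5:**
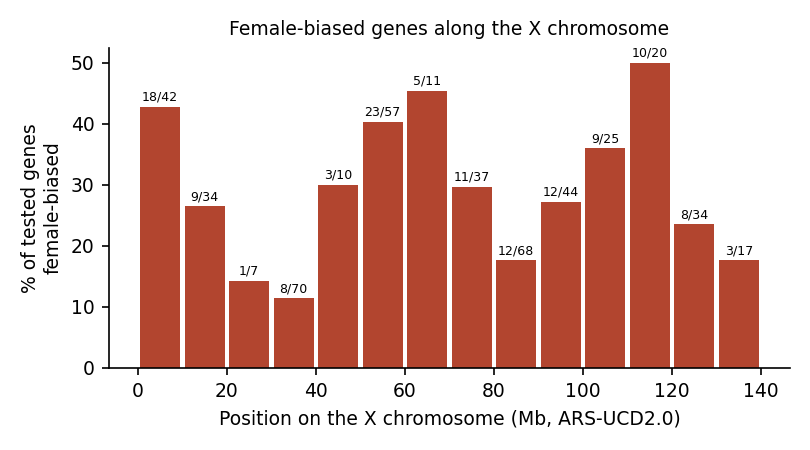
Percent of the tested X-linked genes that were female-biased in bins of 10 Mb along the X chromosome, with the numbers of female-biased and tested genes above each bar. Female-biased genes are in every bin, with 23 of 57 tested genes between 50 and 60 Mb.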

The result revealed similar distribution patterns between female-biased X-linked DEGs and XCI escapee candidates, both concentrated in certain gene-rich regions along the X chromosome. 

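The 52 candidates that escape X chromosome inactivation (XCI) are listed in Table S6, and 34 of them had enough counts to be tested. Of these, 32 were higher in females, with a median log2 fold change of -0.68. The edgeR test called 10 female-biased, namely CHM, EIF1AX, EIF2S3, KDM6A, MED12, PHEX, PSMD10, USP9X, XIST and ZFX, which is 29.4% of the tested candidates. Among the other tested X-linked genes, 122 of 442 (27.6%) were female-biased, so the candidates did not differ from them (Fisher's exact test, two-sided, odds ratio 1.09, p = 0.843). Adjusted over the list alone, 22 of the 34 candidates had an FDR under 0.1. Of the 17 candidates among the DEGs of Table S5, all were tested, and 16 were higher in females. The other one, CD99, was higher in males, at 198 ± 71.4 CPM (SD, n = 5) against 102 ± 26.02 CPM (SD, n = 6). CD99 had a log2 fold change of 0.90 (standard error 0.21, adjusted p = 0.0723 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the paper's Table S5 gives 0.91. It was called in 3 of the 11 fits that each left out one library. The female-biased candidates numbered 5 in the fits without female replicate 2, 5 or 6 or male replicate 2.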

Particularly, 17 of the 52 XCI escapee candidates were exhibiting significantly female-biased expression on the X chromosome (Table S6). However, these female-biased X-linked DEGs did not overlap with known PAR regions, which were located at the distal end of the bovine X chromosome [79]. 

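The annotation lists 36 X-linked genes with a second copy on the Y chromosome, all from 133303485 to the last annotated gene end at 139007630 on the X chromosome, and this stretch was taken as the PAR. Of its genes, 9 were tested, and 0 were female-biased in the edgeR test, where 1 was higher in females at an unadjusted p under 0.05, or in Table S5 under their X-linked names. The median log2 fold change was -0.27 inside the stretch and -0.86 over the 467 tested X-linked genes outside it, of which 443 were higher in females. The authors counted reads on each copy separately, so the counts of both copies were summed as CPM for the 13 PAR genes with at least 100 counts, and 0.1 CPM was added to each mean before log2 ratios were taken. The sum of MXRA5 was 3.18 CPM in females and 0.619 CPM in males, a log2 ratio of -2.19 (two-sided exact permutation test, n = 6 and 5, p = 0.00216). For STS it was 2.66 and 0.506 CPM, a log2 ratio of -2.19 (exact permutation test, p = 0.00433). With Benjamini-Hochberg adjustment over the 13 genes, both had an adjusted p of 0.0281 from the exact permutation tests. Table S5 lists the second copy of MXRA5 as female-biased. The sum of CD99 was higher in males, by a log2 ratio of 0.62 (exact permutation test, p = 0.0108, adjusted p = 0.0469).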

Overall, our analysis suggests the upregulated expression of female-biased DEGs was partly due to the escapee gene clusters, while not linked to specific XCI regulatory regions or PAR regions of the X chromosome.

### Alternative splicing in sex-specific embryos

Next, we evaluated the contribution of alternative splicing to sex-specific early embryonic development. Using rMATs, we identified 27,875 AS events, with 1555 showing significantly sex-biased difference (FDR < = 0.01; delta PSI value ≥ 0.05) across five different event types: skipped exon (SE), alternative 5’ splice sites (A5SS), alternative 3’ splice sites (A3SS), mutually exclusive exons (MXE), and retained intron (RI) (Fig. 5A, Table S7). Among the five types, SE event was the most dominant AS category between sexes (Fig. 5B**)**, with 281 SE events being female-biased and 475 SE events being male-biased. For example, *ZMYND11*, a gene involved in epigenetic regulation [80], exhibited significant high exon inclusion in male embryos (Fig. 5C), while *CEP78* showed a significantly high exon inclusion level in female embryos (Fig. 5D)**.** Then, to investigate whether the sex-biased SE events could be regulated by these two female-biased splicing factors, we analyzed the binding potential of FMR1 and HNRNPH2 using rMAPS2. In female-biased SE events, FMR1 showed significantly increased binding potential downstream of the alternative exons, whereas in male-biased SE events, HNRNPH2 exhibited significantly increased binding potential upstream of the alternative exons, suggesting distinct regulatory roles in sex-specific alternative splicing (Figure S6).

**Fig. 5:**
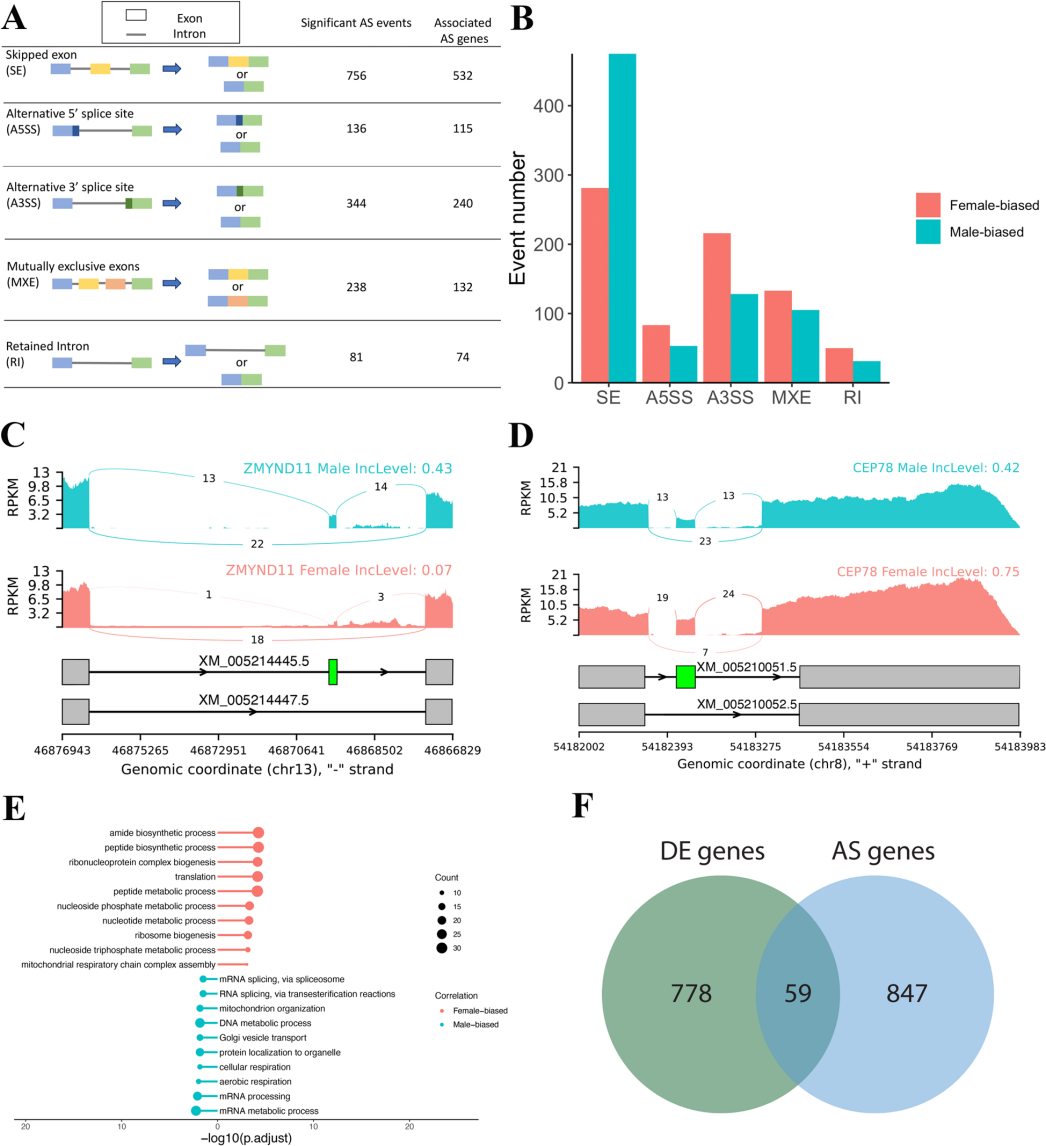
Sex-biased alternative splicing events in bovine expanded blastocysts. **A** Schematic of five categories of alternative splicing (AS) events identified by rMATs, with numbers of sex-biased differential AS events (right panel) passing threshold (FDR < = 0.01 & delta PSI value ≥ 0.05), and AS-associated gene count. **B** Event number of female-biased and male-biased differential AS events. **C** Example of a male-biased SE event in ZMYDN11, showing a higher inclusion of the transcripts that contain the skipped exon in male blastocysts. Numbers on the arcs indicated the read counts spanning splicing junctions. Gray boxes at the bottom panel represent constitutive exons, and the green box indicates the alternative exon. **D** Example of a female-biased SE event in CEP78, showing a higher inclusion level of the transcripts that contain the skipped exon in female blastocysts. Numbers on the arcs indicated the read counts spanning splicing junctions. Gray boxes at the bottom panel represent constitutive exons, and the green box indicates the alternative exon. **E** GO term enrichment of all genes associated with sex-biased AS events. **F** Venn diagram showing overlapped genes between differentially expressed gene list and genes associated with sex-biased AS event

Furthermore, functional enrichment analysis of sex-biased AS events associated genes revealed that the female-biased AS genes were enriched in amide and peptide biosynthetic processes, while the male-biased AS genes were enriched in mRNA processing and metabolic processes (Fig. 5E). Moreover, overlapping analysis between sex-biased AS genes and sex-biased DEGs identified 59 AS genes that also exhibited significant differential expression at the gene level (Fig. 5F). 

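All 59 genes shared by sex-biased splicing and DEGs were tested at the gene level, and all had a difference in the direction of Table S5, 28 higher in males and 31 higher in females. The edgeR test across all genes called 26 of them, 11 male-biased and 15 female-biased. Adjusted over the list alone, all 59 had an FDR under 0.1, but they entered the list as DEGs of the same libraries, so this is not independent evidence. RPL13A, at 55940635 to 55944163 on chromosome 18, was at 720 ± 62.2 CPM (SD, n = 5) in males and 443 ± 24.9 CPM (SD, n = 6) in females, with a log2 fold change of 0.70 (standard error 0.12, adjusted p = 0.0185 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). EIF2S3, at 119205850 to 119220743 on the X chromosome, was at 523 ± 59.4 CPM (SD, n = 6) in females and 330 ± 63.9 CPM (SD, n = 5) in males, with a log2 fold change of -0.66 (standard error 0.16, adjusted p = 0.0786 from edgeR). RPL13A was called in all 11 fits without one library and EIF2S3 in 2 of them. The number called was 8 without male replicate 3 and 28 without male replicate 5. DESeq2 with the library number called 45 of the 59 genes, and edgeR on every gene with at least 1 count called 38. The splicing events themselves were not analysed here.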

GO analysis of these overlapping genes revealed their association with translation regulation, protein metabolic process, mitochondrial respiratory chain, and oxidoreductase activity, all of which played essential roles in early embryogenesis, indicating their potential roles in sex-specific developmental regulation (Table S6).

Finally, to determine whether alternative exon usage overlaps with protein-coding domains and contributes to protein diversity, we mapped the known protein domains to sex-biased SE events. A total of 280 and 438 skipped protein domains were identified in female and male embryos, respectively (Table S8). Functional enrichment analysis of associated genes exhibited skipped protein domains revealed that energy metabolism and protein process were enriched in female embryos, while the transport and catabolism process were enriched in male embryos (Table S8).

### Differential isoform level expression in sex-specific embryos

Isoform diversity is a key mechanism by which the genome generates transcriptome complexity during early development. To achieve a more complete annotation of isoforms in early embryos, we used long-read sequencing, which enables direct sequencing of the full-length transcripts with low error rates. Long-read data were generated from pooled 4-cell stage bovine embryos, allowing us to identify the novel isoforms and splicing variants relevant to preimplantation development. As a result, we identified 286,711 unique isoforms that mapped to 14,084 novel genes and 14,353 annotated genes. Through comparison with the cow reference genome, the long-read isoforms were classified into different categories, including full splice match (FSM), incomplete splice match (ISM), novel in catalog (NIC), novel not in catalog (NNC), intergenic, antisense, fusion and genic genomic (Figure S7A). In total, we obtained more than 140,000 novel isoforms (NIC and NNC categories) from the early embryos (Figure S7B). To assess the isoform features, we found more than 50% of the genes only have one isoform, around 10% of the genes have 2–3 isoforms, and the rest of the genes have at least four isoforms (Figure S7C). Additionally, more than 90% of the isoforms contained the canonical splicing sites and had relatively high short-read coverage associated with the splice junctions, suggesting good quality of the long-read data (Figure S7D).

To integrate long-read and short-read transcriptomic data, we first incorporated the novel isoforms identified from long-read sequencing of 4-cell stage embryos into the bovine reference genome to generate an updated transcript annotation. Using this enhanced reference, we quantified isoform expression in expanded blastocysts using short-read RNA-seq data from male and female embryos, and the different isoform analysis was then performed to identify sex-biased isoforms. A total of 1151 differentially expressed isoforms were obtained in this study, including 514 female-biased isoforms and 637 male-biased isoforms, which were associated with 1017 genes (Table S9). According to the functional enrichment of the differential isoform-associated genes, we showed that negative regulation of DNA-templated transcription and RNA biosynthesis were enriched in female embryos (Fig. 6A), and the peptide metabolic processes were enriched in male embryos (Fig. 6B), aligning with the slow development pace observed in female embryos. An UpSet plot was used to visualize gene overlaps among DEGs, sex-biased AS-associated genes, and sex-biased isoform-associated genes (Fig. 6C). We identified 419 genes that were both DEGs and had differentially expressed isoforms, of which 379 were shared exclusively between DE genes and DE isoform-associated genes, and 40 were shared among all three categories. 

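Of the 419 genes that were DEGs and had differentially expressed isoforms, 405 were tested at the gene level, 122 of them higher in males and 283 higher in females. The edgeR test across all genes called 203, and 403 had an FDR under 0.1 when adjusted over the list alone, which the selection of the list as DEGs on the same libraries makes no independent evidence. All 40 genes shared by the 3 categories were tested, with 22 called, 9 male-biased and 13 female-biased. Without male replicate 3, the calls were 85 of the 419 and 7 of the 40. Isoform levels were not analysed here.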

We also identified 478 genes that only contained differentially expressed isoforms (Fig. 6C, Table S10). Additionally, we observed 160 genes shared between sex-biased AS events and DE isoforms-associated genes, including 120 exclusives to those two categories and 40 overlapped with all three. 

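Of the 478 genes that had differentially expressed isoforms only, 455 were tested at the gene level. The edgeR test called 0 of them. This follows from the list, since it holds no DEGs of the paper and all 245 genes called by edgeR are such DEGs. Of the tested genes, 262 had an unadjusted p under 0.05. An FDR under 0.1 was reached by 15 genes, whose fold changes were under 1.5. Of the 455 genes, 336 were higher in males and 119 in females, with a median log2 fold change of 0.33. Without male replicate 5, 21 were called.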

Notably, only 59 overlap genes between sex-biased AS events and DEGs, of which 19 were exclusive to these two categories, suggesting that sex-biased AS events contribute more to differential isoform expression than to gene-level sex-biased DEGs (Fig. 6C). For example, *APOE* showed consistent sex-biased expression at both genes and associated isoforms. 

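At the gene level, APOE, at 52637880 to 52640577 on chromosome 18, was at 11.1 ± 8.97 CPM (SD, n = 5) in males and 5.76 ± 4.90 CPM (SD, n = 6) in females. The ranges overlapped, from 1.99 to 24.1 CPM in males and from 1.76 to 14.0 CPM in females. The log2 fold change was 1.39 (standard error 0.63, adjusted p = 0.369 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 0.74 and 1.80 without any one library. Among the alternatives planned, APOE was called male-biased only where every gene with at least 1 count was tested (adjusted p = 0.0104 from edgeR), and the adjusted p rose to 0.999986 where the fold change of 1.5 was itself tested.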

*KDM6A* was sex-biased at the gene level without significant difference at the isoform level. 

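KDM6A, at 98634477 to 98814039 on the X chromosome, was at 70.1 ± 16.4 CPM (SD, n = 6) in females and 30.1 ± 15.4 CPM (SD, n = 5) in males. Its log2 fold change was -1.24 (standard error 0.27, adjusted p = 0.0579 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called female-biased in 5 of the 11 fits without one library, and its log2 fold change was largest at -1.40, without male replicate 3. Without the block for the library number the adjusted p from edgeR was 0.106, and over all alternatives it ran from 1.77e-05 to 0.389.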

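GOLM2, at 102772750 to 102861254 on chromosome 10, was at 49.7 ± 7.15 CPM (SD, n = 5) in males and 42.1 ± 10.6 CPM (SD, n = 6) in females. The log2 fold change was 0.28 (standard error 0.20, adjusted p = 0.587 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between 0.19 and 0.41 without any one library.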

*GOLM2* showed no significant difference at the gene level, but contained one isoform that is significantly male-biased, highlighting the added resolution gained from isoform-level analysis (Figure S8). Furthermore, analysis of differential exon usage between sexes revealed 7 exons exhibit biased usage in female or male embryos (padj < 0.05 and log2FC > 2). These exons were associated with 5 genes, including *DENND1B*, *DIS3L2*, *DOCK11*, *IL1RAPL2*, and *ZRSR2Y* (Figure S9 and Table S11), which may have sex-specific regulation in early embryo development.

**Fig. 6:**
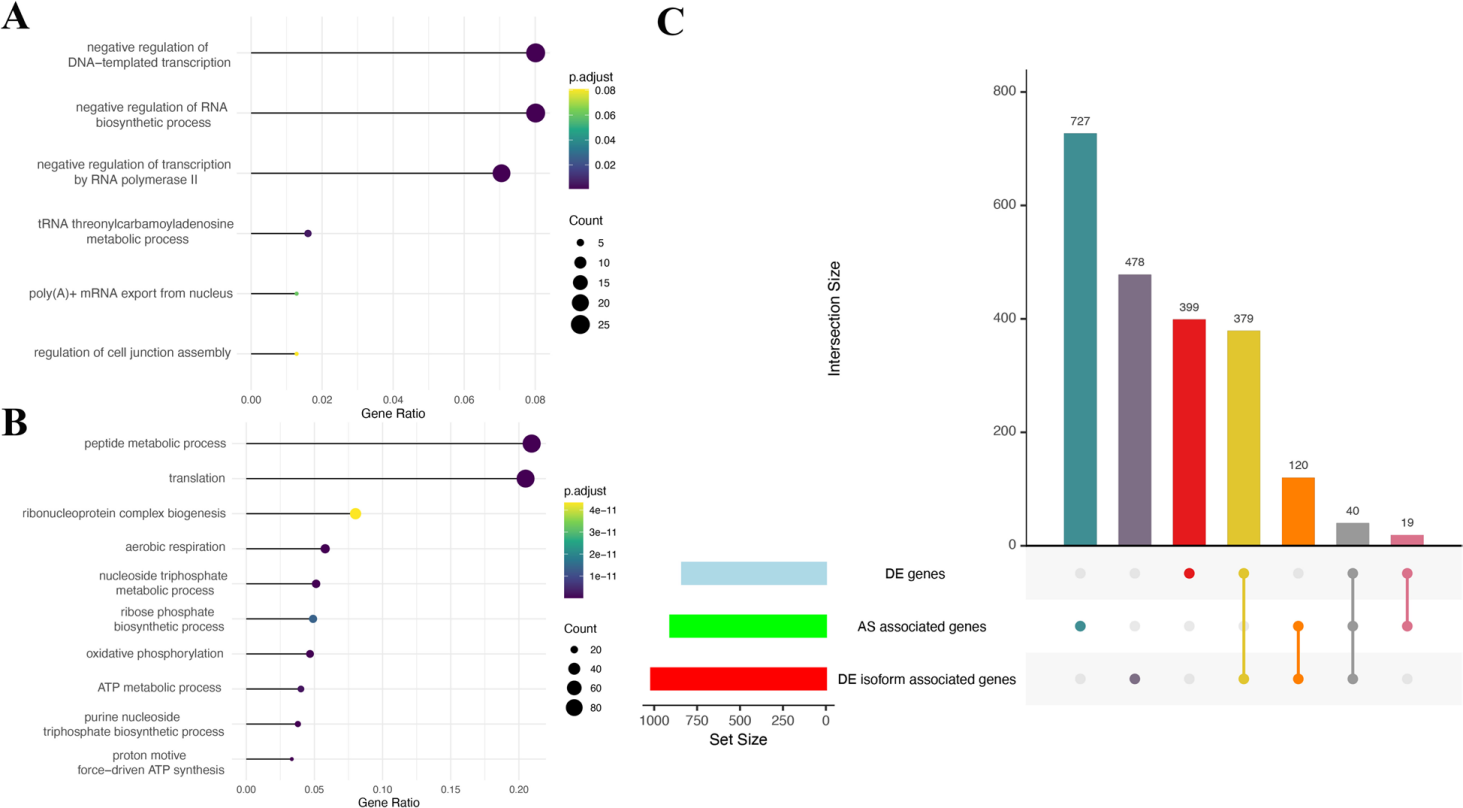
Functional enrichment of sex-biased isoforms and associated genes. **A** GO functional enrichment of female-biased isoforms. **B** GO functional enrichment of male-biased isoforms. **C** UpSet plot showing overlap genes among DEGs, sex-biased AS-associated genes, and sex-biased isoform-associated genes. The horizontal bars on the left represent the total number (set size) of genes in each category. The vertical bars on the right represent the number (interaction size) of genes in the interactions between categories, as indicated by the connected colored dots at the bottom

### Validation of sex-biased DEGs and alternative splicing events

For validating the gene expression pattern between sexes from RNA-seq, we selected the top sex-biased genes (log2FC > 1.5) and quantified their expression using PCR methods, including female-biased autosomal genes (*GGNBP1*, *SVIP*), male-biased autosomal genes (*MIOX*, *NNAT*), female-biased X-linked genes (*MAGEB1*, *MAGEB16*, and *XIST*), and male-biased Y-linked genes (*DDX3Y*, *EIF1AY*, and *ZRSR2Y*). 

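In the RNA-seq counts, all 10 genes chosen for PCR differed in the listed direction, and 7 were called across all genes. Adjusted over the list alone, all 10 had an FDR under 0.1. The genes were chosen as DEGs on these libraries, so this count is not independent evidence. GGNBP1, on chromosome 23, fell by 1.34 on the log2 scale in males (standard error 0.63, adjusted p = 0.385 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and SVIP, on chromosome 29, fell by 1.64 (standard error 0.32, adjusted p = 0.036 from edgeR). MIOX, on chromosome 5, was at 7.56 ± 5.82 CPM (SD, n = 5) in males and 1.63 ± 0.506 CPM (SD, n = 6) in females, a log2 fold change of 1.84 (adjusted p = 0.137 from edgeR). NNAT, on chromosome 13, was at 18.4 ± 17.7 CPM (SD, n = 5) in males and 4.49 ± 3.25 CPM (SD, n = 6) in females, a log2 fold change of 1.76 (adjusted p = 0.223 from edgeR), and, among the fits without one library, was called in that without male replicate 5. The X-linked MAGEB1 was at 12.9 ± 8.36 CPM (SD, n = 6) in females and 0.830 ± 1.27 CPM (SD, n = 5) in males (log2 fold change -4.65, adjusted p = 0.0367 from edgeR), and most of the male mean came from 3.05 CPM in male replicate 5. The X-linked MAGEB16 was at 9.40 ± 6.00 CPM (SD, n = 6) and 0.259 ± 0.389 CPM (SD, n = 5), a log2 fold change of -5.36 (adjusted p = 0.0252 from edgeR). On the Y chromosome, DDX3Y had a log2 fold change of 7.18 (standard error 0.76, adjusted p = 0.000716 from edgeR) and ZRSR2Y one of 7.70 (standard error 0.68, adjusted p = 0.000137 from edgeR). EIF1AY had at most 1 count in a female library and was at least 49.5-fold higher in males, where it was at 22.3 ± 18.6 CPM (SD, n = 5).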

The relative expression fold change among all examined genes exhibited similar trends between RNA-seq and PCR results (R^2^ = 0.83, Fig. 7A), indicating the robustness of our RNA-seq analysis.

**Fig. 7:**
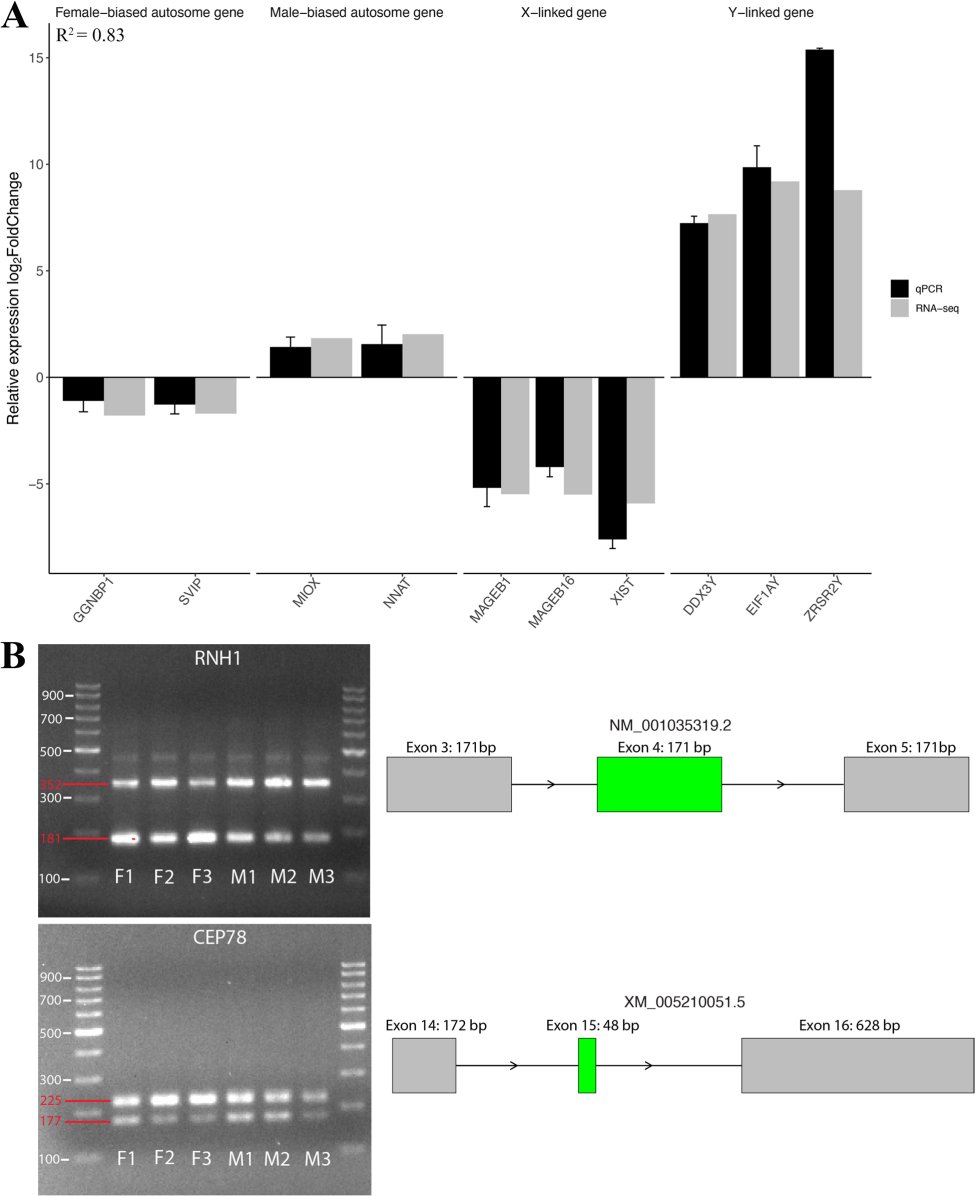
Validation of DEGs and AS events. **A** Validation of DEGs with qPCR. **B** Agarose gel of two selected alternative splicing associated genes (RNH1 and CEP78). Primers were designed to span the predicted skipping exon. The upper band contains the transcripts that include the skipped exon, while the lower band contains the transcripts that do not include the skipped exon. F1, F2, and F3 are female embryos; while M1, M2, and M3 are male embryos

To validate the sex-biased AS events, we selected five significantly differential SE events and designed specific primers to amplify the target regions of the alternative exons, including one female-biased SE in *CEP78* and four male-biased SEs in *RNH1*, *CEP350*, *ZMYND11*, and *WWC2*, respectively **(**Figs. 7B and S10). In this study, we mainly focused on SE events because they were the most abundant sex-biased alternative splicing events. Moreover, considering the defined structure and flanking junctions between the transcripts that having the AS event, SE events were chosen to validated because their size difference is able to be recognized from the agarose gel after running the PCR products. Gel electrophoresis results showed that in male embryos, the exon inclusion band (352 bp) of *RNH1* was brighter than the exon-skipped band (181 bp), while in female embryos, the exon inclusion band (225 bp) of *CEP78* was more abundant than the exon-skipped band (177 bp), consistent with the sex-biased exon inclusion level observed in RNA-seq data (Fig. 7B). Further confirmation showed that the observed PCR product length differences were due to the skipped exons, and the exon inclusion level calculated from PCR gel electrophoresis aligned with the RNA-seq calculated results (Figure S11).

## Discussion

Sex differences are a widely studied topic in developmental, nutritional, and medical research, as the distinct composition of sex chromosomes influences hormone synthesis, brain function, immune regulation, and body structures, causing males and females to respond differently to the same stimuli. While many of the differences become apparent only after the formation of sex glands and the onset of hormone production, embryos already exhibit sex-specific differences during the preimplantation period, even before sex-specific hormonal regulation [21].

In this study, we investigated the transcriptomic differences between male and female bovine embryos in early development. Using short-reads RNA-seq and long-reads ISO-seq, we identified sex-biased DEGs, AS events, and isoform-level expression patterns. Male embryos exhibited faster development, driven by upregulated metabolic pathways, while female embryos showed slower development associated with negative regulation of transcription and RNA biosynthesis. Additionally, distinct X-chromosome dosage compensation was observed, with an X:A ratio greater than 1 in female embryos, suggesting both X-chromosome upregulation (XCU) and incomplete X-chromosome inactivation (XCI). Overall, these findings provide new insights into the regulatory mechanisms underlying sex-specific embryogenesis.

### Sex-specific embryonic development in different species

Sex differences in early embryos, observed before gonadal formation and hormone synthesis, are well-documented across species. Previous studies in cattle have shown that in vivo developed male blastocysts retrieved from the cows exhibit faster development, higher proliferating cell numbers, and elevated expression of pluripotent genes [31]. Similarly, our study demonstrated that the in vitro produced bovine male blastocysts developed faster than female embryos, consistent with previous findings in IVF embryos in cattle [1, 13, 14, 17]. This phenomenon is conserved among other mammals, including humans [3–9], mice [10–12], pigs [15, 16], and sheep [17], as well as in porcine in vivo embryos [15]. However, the observations in humans are more complex. While some studies suggest no difference in live birth sex ratio following IVF embryo transfer [81], others have observed accelerated male development in ICSI-produced embryos but not in IVF embryos [22]. These discrepancies may arise due to variations of embryo origins, culture conditions, and study designs, as human studies often involve embryos from oocyte or sperm donors with fertility issues.

Interestingly, environmental factors such as the composition of in vitro culture medium and culture conditions also significantly influence sex-specific development. For example, glucose supplementation in the culture medium was found to accelerate male development and increase cell numbers in male bovine blastocysts [21, 22, 31]. Moreover, cultures supplemented with serum or plates coated with granulosa cell monolayer enhance the male-to-female ratio at Day 6 and Day 7, indicating faster cleavage in male embryos under these conditions [1]. In contrast, female embryos exhibit greater resilience and higher survival rate compared to males under heat stress, both in vivo and in vitro culture [82]. These studies highlighted the sex-specific genome regulation in driving the differences in development speed and response to different culture conditions. However, the underlying regulatory mechanisms remain incompletely understood.

### X dosage compensation in sex-biased embryogenesis

Transcriptional sexual dimorphism in early embryos is influenced by factors such as the expression of X/Y-linked genes, XCI escapees, and interactions between sex chromosomes and autosomal genes [21]. In bovine somatic tissues, studies have reported a complete X dosage compensation for “dosage-sensitive” (ubiquitously expressed) genes with X:A ratios around 1 and no sex difference [75]. In bovine in vivo embryos, X:A ratios vary dynamically: they start at 1 in maturated oocytes, decrease in zygotes with an inactive paternal X, rises to peak levels (X:A > 1) during ZGA and reduce to around 1 after the morula and blastocyst stages, where it stabilizes [75]. Interestingly, in IVF embryos, the X:A ratio showed distinct patterns compared to in vivo embryos with X:A ratio exceeding 1 in IVF blastocysts [75]. These findings reflect the intricate regulation of X dosage during bovine early embryo development and the influences of the embryonic development environment.

According to Ohno’s hypothesis of X dosage compensation [83, 84], in somatic cells, the XCU compensates for the silencing effects of XCI by upregulating genes on active X in females, maintaining an X:A ratio close to 1. Consistent with this, our study found that the X:A ratio for expressed genes was around 1.3, while for female-biased DEGs, it was 1.5 in female blastocysts. This upregulation of X-linked genes in female embryos is also consistent in human embryos [32, 33]. The elevated X:A ratio of the expressed and female-biased DEGs likely reflects the XCU coupled with an incomplete XCI, as *Xist* expression is initiated at the morula stage and may not yet be completely established in blastocysts. Specifically, the upregulation of female-biased DEGs may result from XCU on the active X chromosome (Xa) while some genes remain active on the Xi due to incomplete XCI, or they are classified as XCI escapees, contributing to the elevated X:A ratio. In this study, we found a small subset of female-biased DEGs were known XCI escapee candidates in the bovine genome, such as MED12 and SMARCA1. 

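MED12, at 79494942 to 79517415 on the X chromosome, was at 12.1 ± 1.79 CPM (SD, n = 6) in females and 5.07 ± 1.88 CPM (SD, n = 5) in males. Its log2 fold change was -1.24 (standard error 0.27, adjusted p = 0.0599 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called in 5 of the 11 fits without one library. SMARCA1, at 13491460 to 13564454 on the X chromosome, was at 2.83 ± 1.79 CPM (SD, n = 6) in females and 0.386 ± 0.602 CPM (SD, n = 5) in males. The log2 fold change was -2.82 (standard error 1.24, adjusted p = 0.355 from edgeR), and over all alternatives the adjusted p ran from 0.0111, with every gene of at least 1 count tested, to 0.999986.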

MED12 is a subunit of the mediator complex, and it plays a crucial role in embryonic development, particularly in regulating the Wnt/β-catenin signaling pathways of mouse embryos [85]. SMARCA1 is a member of the ISWI family of chromatin remodeling proteins, associated with gene expression regulation and cell lineage determination [86]. All these findings suggested that XCI escapees might promote the sex-biased development in bovine early embryos, which needed to be explored in future studies.

In mice, XCU has also been observed during early embryogenesis, and males achieve XCU upon ZGA while there are two waves in females: the first in response to imprinted XCI after ZGA and until blastocyst stage, then the second during random XCI at post-implantation stage [87, 88], both mediated by *Xist* [89, 90]. Impaired XCI leads to a subsequently skewed sex ratio of embryos with female-biased peri-implantation defects [91]. In mouse IVF embryos, this skewed sex ratio has been linked to reduced expression of XCI regulators, such as *Rnf12* or *Xist*, which can be rescued by *Rnf12* overexpression [91]. These findings suggest that the incomplete XCI and high expression of XCI escapees in female blastocysts may partially contribute to a slower development rate and the skewed sex ratio in early development. However, further studies are needed to validate this hypothesis.

### Sex-biased DEGs in early embryos

Cellular programming, activity, epigenetic modifications, and gene transcription are closely linked to metabolism, with metabolites signaling primarily influencing epigenetics and gene transcription, while metabolism pathways are largely regulated by post-translational mechanisms [92]. During oocyte maturation and early embryo development, maturation and initial cleavages rely primarily on maternal deposits, such as mitochondrial, mRNAs, proteins, and lipids, whereas later divisions depend more on embryonic synthesis and nutrients from the developmental environment [93–95]. Upon blastocyst formation, more oxygen, nutrients, and energy consumption are required for cell growth and division [93]. In drosophila embryogenesis, abnormal high dNTP levels induced by expression of feedback-insensitive ribonucleotide reductase accelerate nuclear cleavages while reducing zygotic transcription, resulting the failure in early gastrulation [95]. Additionally, nutrient depletion, such as glucose or phosphate removal from culture media, often leads to hamster or human embryo arrest in vitro [96–98]. The inadequacies of the in vitro culture condition compared to the in vivo environment contribute to delayed embryo development in hamsters [99]. These findings suggest that a more active metabolism correlates with faster early embryonic development.

In our study, male-biased DEGs were enriched in amino acid biosynthetic and metabolic processes (e.g. *ENO3*, *PYCRs*), mitochondrial structures (e.g. *COQ6*, *MRPL43*, *SHMT2*), and carbon metabolism (e.g. *SHMT2*, *ME2*, *TK*), suggesting a higher metabolic activity in male blastocyst. This finding is consistent with a microarray study, which reported high expression of genes related to metabolism, mitochondrial regulation, and cell cycle processes in male blastocysts compared to females [29]. 

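ENO3, at 26439577 to 26445332 on chromosome 19, was at 28.7 ± 13.1 CPM (SD, n = 5) in males and 14.6 ± 1.82 CPM (SD, n = 6) in females, a log2 fold change of 0.95 (standard error 0.26, adjusted p = 0.123 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Male replicate 5 had 51.9 CPM of ENO3 and the other males at most 25.9 CPM, and without that library the gene was called male-biased. COQ6, on chromosome 10, had a log2 fold change of 0.87 (standard error 0.21, adjusted p = 0.078 from edgeR), and MRPL43, on chromosome 26, one of 0.63 (standard error 0.14, adjusted p = 0.0616 from edgeR). COQ6 and MRPL43 were called in 3 and 4 of the 11 fits without one library. SHMT2, on chromosome 5, was at 40.3 ± 12.6 CPM (SD, n = 5) in males and 23.3 ± 6.39 CPM (SD, n = 6) in females (log2 fold change 0.83, adjusted p = 0.195 from edgeR). For ME2, on chromosome 24, the log2 fold change was 0.59 (standard error 0.43, adjusted p = 0.603 from edgeR), which was smaller than the spread between libraries. TKT, on chromosome 22, was at 301 ± 93.5 CPM (SD, n = 5) in males and 197 ± 32.0 CPM (SD, n = 6) in females (log2 fold change 0.61, adjusted p = 0.221 from edgeR).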

Among amino acids crucial for cell growth and embryo development, proline enhances mitochondrial function and cell proliferation [100, 101], arginine promotes trophoblast development [102], and methionine, essential for DNA methylation, is linked to pluripotency maintenance [103]. Additionally, increased mitochondrial activity is associated with aster transcription, translation, and proliferation in human cells culture [104]. Therefore, enriched amino acid and carbon metabolism may accelerate blastomere cleavage in males, contributing to earlier development to the blastocyst stage.

In contrast, female-biased DEGs were associated with female-specific developmental processes, including gamete generation, gonad development, and ovulation cycles, with involvement in pathways such as mRNA surveillance, TGF-beta signaling, and inflammatory mediation. While gonad development is not initiated at this stage, the upregulation of female-specific development genes suggests a sex-specific developmental difference. Moreover, the mRNA surveillance pathway plays a critical role in detecting and degrading abnormal mRNA, and the disruptions in this pathway have been linked to lower embryo viability and infertility in mice [105]. Additionally, TGF-beta signaling, which regulates pluripotency in embryonic stem cells [106], is highly expressed at the 4- to 8-cell stages but declined at the blastocyst stages in cattle [107, 108]. Dysregulation of this pathway way leads to elevated TGF-beta signaling levels and results in bovine blastocysts degeneration [109, 110]. These findings suggested that the in vitro produced bovine female blastocysts exhibit female-specific regulatory mechanisms during early development, whereas male blastocysts show higher metabolic activity. However, a transcriptomic study has reported a higher metabolic activity in in vivo produced bovine female blastocysts [30], indicating that the developmental environment may contribute to this difference.

According to previous studies, faster cleavage can be associated with enhanced metabolic activity, but it does not always directly indicate better embryo quality. For example, in mice, faster-developed IVF embryos exhibit higher rates of imprinting errors, such as imprinted methylation loss of *H19* and *Snrpn* [111], whereas slower-developed embryos are more prone to development arrest. Both aberrantly developed embryos show higher aneuploidy rates compared to moderate cleavage rate IVF embryos, which more closely resemble the imprinted pattern of in vivo embryos, leading to lower implantation and pregnancy rates [112]. These findings indicate that faster-developing blastocysts are not necessarily of higher embryonic quality.

Beyond gene functional analysis, upstream transcriptional regulators of DEGs also exhibit sex-specific differences. Among the male-biased transcription factors, *HMGA2, SOX21*, and *PRDM14*, which are key regulators of pluripotency maintenance [113–115], align with enriched pluripotency pathways in males. 

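RBM41, at 55641676 to 55717212 on the X chromosome, was at 17.01 ± 4.44 CPM (SD, n = 6) in females and 7.39 ± 0.909 CPM (SD, n = 5) in males. This RNA-binding protein had a log2 fold change of -1.15 (standard error 0.24, adjusted p = 0.0453 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was called in 5 of the 11 fits without one library. UPF3B, at 4167947 to 4184406 on the X chromosome, was at 139 ± 23.5 CPM (SD, n = 6) in females and 85.5 ± 15.3 CPM (SD, n = 5) in males, with a log2 fold change of -0.69 (standard error 0.18, adjusted p = 0.0994 from edgeR). PQBP1, at 87013792 to 87019563 on the X chromosome, was at 7.39 ± 1.92 CPM (SD, n = 6) in females and 3.28 ± 1.05 CPM (SD, n = 5) in males, with a log2 fold change of -1.11 (standard error 0.28, adjusted p = 0.0978 from edgeR). UPF3B and PQBP1 lay close to the FDR of 0.1, and each was called in 1 of the 11 fits without one library.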

Among the sex-biased RBPs, 11 RBPs were known to regulate alternative splicing (AS) in humans [116–122], including *MBNL3, FMR1, CSTF2, RBM41, DDX3X, SETX, UPF3A, UPF3B, PQBP1, HNRNPH2, and ZRSR2*. Notably, *FMR1* and *HNRNPH2* are two known splicing factors associated with fragile X syndrome and X-linked development disorders [123, 124], they exhibited significant female-biased expression. Moreover, the female-biased RBPs showed enrichment for AS regulation, supporting the observation that AS profiles are distinct between female and male blastocysts.

Besides overlapping DEGs with known bovine TF database, de novo motif calling enabled target-specific TF identification, revealing the most enriched sequence at DEG promoters. For example, *PABPC1,* also known as an embryonic poly(A)-binding protein, plays a key role in mRNA stabilization and translation initiation and is critical for preventing early embryonic arrest in human and mouse embryos [125]. Moreover, several TFs identified in promoters of sex-biased DEGs are critical to embryo development. For instance, *ETVs* (*ETV1, ETV5*), *ELK1*, *ELF1*, and *Sp1* are known to regulate the transcription of many genes during zygotic genomic activation (ZGA) [126–129]. The *KLF* family plays an important role in embryonic development and maintaining embryonic stem cell pluripotency [126, 129–131]. Interestingly, one common predicted motif from both sexes, *ELF4,* a key ZGA and epigenetic reprogramming regulator in pigs [132], was also identified as one of the female-biased DEGs in our analysis, suggesting that its expression also contributes to regulating its downstream genes. These results showed a more specific upstream regulation of sex-biased DEGs between male and female blastocysts.

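ELF4, at 14041704 to 14081547 on the X chromosome, was at 13.6 ± 2.16 CPM (SD, n = 6) in females and 5.85 ± 1.77 CPM (SD, n = 5) in males, and the lowest female library (11.2 CPM) was above the highest male library (8.48 CPM). Its log2 fold change was -1.24 (standard error 0.25, adjusted p = 0.0373 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called female-biased in 8 of the 11 fits without one library, and not in those without female replicate 5, male replicate 2 or male replicate 3.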

### Sex-biased alternative splicing in early embryos

Alternative splicing plays a crucial role in transcriptome diversity by selectively including or excluding exons and introns from the same gene [133]. The resulting transcripts are often expressed in a developmental stage-specific manner and contribute to various biological processes, including gonadal differentiation [134], sex determination [135], and stress responses [136]. Importantly, AS helps in establishing the complex regulatory networks in mammals by generating multiple proteins from a single gene [137]. Sex-biased AS serves as an alternative mechanism for sexually dimorphic traits, complementing the sex-biased gene expression [138]. In Drosophila, sex-biased AS has been observed at the 0–2 h stage, with alternative first exon usage as the most common type [139].

In this study, we identified more than 1500 significant sex-biased AS events in bovine expanded blastocysts, with SE events being the most abundant. Specifically, male-biased SE events were more prevalent than those in females, which might due to that the increased activity of splicing regulators in female embryos could contribute to alternative exon exclusion. Analysis of protein domains affected by sex-biased SE events revealed distinct differences between male and female embryos. In male embryos, the most frequently skipped protein domains included FERM_N, which is involved in localizing proteins to the plasma membrane [140], HMG_box, which regulates DNA-dependent processes [141], and Nramp, which is associated with transmembrane transport [142]. In female embryos, the top skipped protein domains were DSPn, which plays a role in dephosphorylation [143], LRAT, which catalyzes vitamin A esterification [144], and Septin, which is essential for cytokinesis and other diverse cellular functions [145]. Moreover, functional enrichment analysis of all male-biased AS associated genes revealed significant correlations with mRNA metabolic process and mitochondrial functions, supporting the observation that energy metabolism was more active in male embryos. These findings highlight the potential role of AS in shaping sex-specific metabolic and developmental pathways during early embryogenesis and suggest that sex-biased AS events may lead to functional modifications in protein activity, potentially altering metabolic processes in female embryos.

Epigenetic modifications are known to control transcription and splicing outcomes. For example, histone modification regulates AS by recruiting splice factors, while DNA methylation primarily affects splicing by modulating RNA Pol II elongation rate or causing transcription pause [146]. Histone modification-associated AS events have been reported to be involved in embryonic stem cell fate decision, cell self-renewal, and pluripotency maintenance [147, 148]. Non-coding RNAs, including short (< 200 nt) and long (> 200 nt), also contribute to AS regulation. These RNAs can mediate the activity of the splice factor or directly interact with pre-mRNAs. Long non-coding RNAs (lncRNAs) have been reported to affect AS by forming RNA–DNA duplex or RNA-RNA hybrid, or by interfering with the recruitment of chromatin remodelers [149]. In addition, X/Y sperm-specific small RNAs have been found to be involved in regulating the catabolic processes [150]. Some sperm-borne microRNA persist from the zygote to the blastocyst stage and may influence early embryonic genome regulation [151]. This raises the possibility that sex-specific sperm small RNAs contribute to the observed AS profiles differences between female and male blastocysts. Another layer of epigenetic regulation involves RNA modifications, such as N6-methyladenosine (m6A), which can affect AS by interacting with splicing factors [152]. Despite these insights, the precise mechanisms of how these epigenetic modifications regulate sex specific AS in early embryos remain poorly understood. We believe future studies integrating epigenomic and transcriptomic approaches will be essential in defining these complex regulatory layers.

### Sex-biased isoform expression in early embryos

By incorporating novel isoforms identified from long-read sequencing, we obtained a more comprehensive view of bovine embryonic isoform diversity, identifying more than 1100 sex-biased isoforms that correspond to more than 1000 genes. Considering both gene-level expression and isoform dynamics provided deeper insight into how different genes were finely tuned in a sex-specific manner. For example, APOE encodes two isoforms that differ in apolipoprotein domain structure, but only one isoform was abundant in bovine blastocysts and exhibited significantly male-biased expression. Given APOE's known roles in lipid transport and neurodevelopment, this male-biased isoform may affect the early nervous system development or metabolic regulation during embryogenesis [153]. In contrast, KDM6A, a gene involved in chromatin remodeling and developmental gene regulation, produced 4 isoforms in bovine blastocysts. All KDM6A isoforms showed slightly higher expression in female embryos, contributing to an overall significant female-biased gene at the gene level. These findings are consistent with KDM6A's role in cell differentiation and epigenetic regulation during early development [154].

Importantly, this study identified hundreds of genes exhibiting sex-biased expression only at the isoform level, without significant differences at the gene level. These sex-biased isoforms may play key roles in sex-specific development pathways, yet they would have been missed by conventional gene-level analysis. For instance, GOLM2, which encodes a Golgi membrane protein and has two isoforms, showed comparable gene-level expression between sexes. However, one isoform was highly expressed in male embryos, suggesting that isoform-specific regulation of Golgi-associated processes may contribute to male-specific cellular organization or signaling during blastocyst development [155].

Examining the relationship between sex-biased isoforms and sex-biased AS events, we identified over 150 overlapped genes, suggesting that sex-biased isoforms contribute to shaping sex-biased AS patterns. Furthermore, functional enrichment of sex-biased isoforms associated genes revealed distinct differences between sexes. In female embryos, the most enriched functions were negative regulation of transcriptional activities and RNA biosynthetic process, while in male embryos, sex-biased isoform-associated genes were primarily involved in peptide metabolism, translation, and ATP metabolism. Overall, these findings provided novel insights into how sex-biased AS events, isoform expression, and gene-level expression collectively drive sex-specific early development.

## Limitations

The first limitation of this study is sample collection. Due to constraints in sample availability, we only focused on expanded blastocysts for RNA-seq analysis. Future investigations that include embryos from multiple developmental stages would provide a more comprehensive view of sex-specific transcriptomic changes across early development. Another limitation of this study is the use of pooled embryos in each biological replicate. Due to the limited availability of expanded blastocysts, especially female embryos, each RNA-seq sample was composed of two half-cut embryos of the same sex. This pooling strategy ensured sufficient RNA input and reduced the impact of individual outliers, providing a more consistent representation of group-level sex differences. However, pooling may mask inter-individual variability and affect variance estimates in DESeq2. Despite this limitation, the number of pooled replicates (5 male and 6 female) used supports reliable differential expression analysis. Future studies using single-embryo RNA-seq will be important for capturing biological variation at the individual level.

Additionally, the primary aim of this study is to identify transcriptomic differences between female and male blastocysts, including gene expression, alternative splicing, and isoform diversity, and we did not examine epigenetic regulation. Future studies in sex-specific epigenetic modification, specifically DNA methylation, histone modification, and microRNAs, will gain a more integrative understanding of early developmental regulation. Moreover, we used the BO-IVF culture medium, which is widely used for bovine IVF. While our findings suggest that sex-specific differences in developmental speed may be linked to metabolic pathways, we cannot definitively attribute this to specific components such as glucose, as the medium was not designed to isolate the effects of individual nutrients. We recognize that nutrient composition is likely a contributing factor to sex-biased developmental dynamics under in vitro conditions. Therefore, future studies using defined culture media with controlled nutrient levels will be essential to dissect how specific components influence sex-specific developmental trajectories. Furthermore, functional validation was beyond the scope of this study. Although we identified differentially expressed genes and transcription factors, such as PRDM14 and FMR1, in pathways related to the pluripotency regulation and embryo development, it remains unclear whether manipulating these genes or regulators would directly change sex-specific differences during early embryogenesis. Future functional interference studies, including gene knockdown, overexpression, inhibition, or activation experiments on these sex-biased genes or regulators, are necessary to determine the causal roles of these candidate regulators in sex-biased developmental processes.

## Conclusion

The faster development in male embryos compared to females has been observed across multiple species. However, the transcriptomic mechanisms driving these sex-specific differences in early embryo development remain incompletely understood. Through a comprehensive analysis of sex-biased DEGs, AS events, and DEIs in expanded blastocysts, we found that the faster cleaving of male embryos is driven by enhanced metabolic activity, particularly in amino acids and carbon metabolism. In contrast, female blastocysts exhibit slower cleavage, with an enrichment in female-specific developmental processes and pathways. We also identified several sex-specific transcription factors, RBPs, and splicing factors involved in DEG and AS regulation. Moreover, sex-biased AS events and DEIs play a critical role in fine-tuning sex-specific gene expression profiles, contributing to early developmental differences. Additionally, XCU and incomplete XCI appear to influence transcription activity in female embryos, potentially contributing to their developmental difference. This study provides new insights into how chromosomal composition and different levels of transcriptomic regulation contribute to sex differences in bovine early embryonic development, emphasizing the importance of considering sex as a factor in experimental design. Moreover, this study only focused on the expanded blastocyst stage. Future investigation examining earlier or later developmental stages is needed to provide a more comprehensive understanding of sex differences during early reprogramming and development.

## Supplementary Information

Supplemental Material 1: Figure S1. PCA of top 500 most variable genes in samples

Supplemental Material 2: Figure S2. PPI networks among male- and female-biased DEGs and non-DEGs. Genes were ranked along the axis based on the degree of interactions

Supplemental Material 3: Figure S3. Motif calling for female- and male-biased DEGs. A) Motifs at promoter regions of female-biased DEGs. B) Motifs at promoter regions of male-biased DEGs. The motifs are clustered based on sequence similarity

Supplemental Material 4: Figure S4. X:A ratio in bovine blastocysts. The X:A ratio was recalculated in comparison of included or excluded the paralog genes in gene subgroups

Supplemental Material 5: Figure S5. Distribution of Female-biased DEGs on X-chromosome. The left panel was female-biased DEGs, the middle panel was all annotated genes on X-chromosome, and the right panel was the known XCI escapee candidates. Gene density was calculated with 1Mb window. PAR: pseudoautosomal region

Supplemental Material 6: Figure S6. Binding potential of Splicing factors FMR1 and HNRNPH2 on sex-biased skipped exonevents. Motif map showing the potential enrichment of FMR1 and HNRNPH2 binding motifs near the sex-biased alternatively spliced exons. Splicing events were identified using rMATS from a total of 11 RNA-seq samples. The green block indicated the alternative exons in the sex-biased SE events. Negative numbers on the X-axis mark the upstream region of the alternative exons, and the positive numbers mark the downstream region of the alternative exons. The Y-axis shows the binding potential of each splicing factor). The red line indicated the binding potential for female-biased SE events, and the blue line indicated the binding potential for male-biased SE events. Higher peaks indicate greater predicted binding potential of splicing factors at the target regions flanking the alternative exon

Supplemental Material 7: Figure S7. Features of long-read isoforms. A) Illustrations of different categories for long-read isoforms, including full splice match FSM), incomplete splice match, novel in catalog, novel not in catalog, genic Intron, and genic genomic. B) Number of long-read isoforms in each category. C) Number of isoforms per gene based on long-read data. D) The percent of transcripts with annotation supported isoforms, canonical junctions, and splicing junctions with short-read coveragefor the top 4 isoforms categories

Supplemental Material 8: Figure S8. Expression pattern at the gene level and the associated isoforms. Expression profiles are shown for three representative genes:APOE,KDM6A, andGOLM2. For each gene, boxplots display overall gene expression and expression of individual isoforms. Expression quantification was performed using Salmon based on 11 RNA-seq samples. *: padj < 0.05; ns: non-significant. These examples highlight cases where gene-level expression may not reflect isoform-level differences, emphasizing the value of isoform-resolved analysis

Supplemental Material 9: Figure S9. The sex-biased exon usage in *DENND1B* and *DIS3L2*. A) Significant female-biased exon usagein *DENND1B *on negative strand. B) Significant female-biased exon usagein *DIS3L2 *on positive strand. The top line plot showed the exon usage information between sexes, and the purple block below indicated the exons with significantly differential usages between sexes.

Supplemental Material 10: Figure S10. PCR validation of SE events. The SE events were validated in *CEP350*, *ZMYND11*, and *WWC2*. The left three panels were the gel image of the PCR products, while the right panels were the example to show the skipped exon highlighted in green. F1, F2, and F3 are female embryos; while M1, M2, and M3 are male embryos.

Supplemental Material 11: Figure S11. AS validation. This bar plot compared the inclusion level between the PCR validation and RNA-seq data. AS events between sexes were compared via the inclusion levels, which is the ratio of the expression level of the transcripts with the skipped exon to the expression level of the total he transcripts. The expression level of PCR validation was calculated based on the brightness of the band with Image-J

Supplemental Material 12: Table S1. Primer information for embryo determination. Table S2. Primer information for sex-biased DEG validation. Table S3. Primer information for alternative splicing validation

Supplemental Material 13: Table S4. Sex ratio of bovine IVF embryos and summary statistics of RNA-seq data

Supplemental Material 14: Table S5. Differentially expressed genes and functional enrichment

Supplemental Material 15: Table S6. Overlapped genes between sex-biased DEGs and AS genes and functional enrichment

Supplemental Material 16: Table S7. Sex-biased alternative splicing events

Supplemental Material 17: Table S8. Protein domains affected by sex-biased SE events and functional enrichment

Supplemental Material 18: Table S9. Sex-biased isoforms and functional enrichment

Supplemental Material 19: Table S10. Overlapping genes among sex-biased DEGs, differential alternative splicing genes, and differential isoform-related genes

Supplemental Material 20: Table S11. Differential exon usage between sexes

## Data Availability

The RNA-seq raw data have been deposited at NCBI Gene Expression Omnibus database GSE290265.The current study did not generate new code; all codes used for analysis in this study can be found according to corresponding references.

How the deposited data were processed for this re-analysis (not part of the article)

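Gene expression was measured by RNA-seq in 6 female and 5 male pools of expanded bovine blastocysts produced in vitro, each pool made of 2 cut embryos of one sex. A pool is a replicate, and its sex and number come from the sample labels. A further sample of 25 embryos collected at 44 hours for Iso-seq was not used here. All 11 libraries of the table of counts were used and none was left out.

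The authors trimmed the reads with fastp 0.20.0, aligned them with STAR 2.7.10b to the ARS-UCD assembly with no more than 3 mismatches, counted them on genes with featureCounts 2.0.3 and deposited the counts as whole numbers without normalization. The table lists 32637 genes by symbol. The symbols were joined to the RefSeq annotation of the same assembly for chromosome, start, end and gene type. Of the symbols, 30271 matched, and 2254 of the 2366 that did not are numbered copies of tRNA genes. In all libraries, 8780 genes had 0 counts. Where the annotation gives an X-linked gene a second copy on the Y chromosome, the table lists the copies apart.

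Counted reads per library ranged from 6664112 to 16162985 in females and from 9942952 to 21392764 in males. Between 1.40% and 3.47% of a library's counts fell on its most abundant gene. Genes with at least 1 count numbered from 16985 to 18550 in females and from 14937 to 17436 in males. The counts were 34.3 ± 1.49 (SD, n = 6) per 100 raw reads of the paper's Table S4 in females and 35.8 ± 1.21 (SD, n = 5) in males. The common biological coefficient of variation was 0.403. A value with no counts is read against a limit of 3 counts in that library, which covers counting error only, since reads without molecular identifiers are not independent molecules.

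The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr by sex, which left 12802 genes, and normalized with TMM factors. The quasi-likelihood test compared males with females, with the library number (the first number of the library's name, from 1 to 3) as a block. A gene was called sex-biased at a Benjamini-Hochberg FDR under 0.1 and a fold change over 1.5. Positive log2 fold changes are higher in males. Standard errors were derived as the absolute log2 fold change over the square root of the F statistic, since the test gives none. For genes with few or no counts in one sex, such as Y-linked genes, they are not an error of the estimate. CPM were scaled with TMM factors, and log2 CPM used a prior count of 2. The sums over both copies of pseudoautosomal genes used CPM from library totals.

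Principal components used log2 CPM of the 500 most variable genes, centred and not scaled. The X:A ratio was the median CPM of X-linked genes over that of autosomal genes, in each library, for genes over 1 CPM. Exon lengths were not at hand for the symbols, so TPM was not computed. Differences between the sexes in a single value were tested with a two-sided exact permutation test over every split of the libraries into 6 and 5, whose smallest p is 0.00216. Gene groups were compared by 8 two-sided Fisher's exact tests against the other tested genes. These statistics used python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

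With limma 3.58.1, 8 gene sets were tested by camera on voom values with a correlation of 0.01 between genes. These were the X-linked genes, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, complex I, and marker lists of the inner cell mass (ICM), trophectoderm, hypoblast and cumulus cells. The ICM list was NANOG, SOX2, POU5F1, TDGF1, LIN28A, KLF17 and SPIC. The trophectoderm list was CDX2, GATA2, GATA3, KRT8, KRT18, TFAP2A, TFAP2C, DAB2, PTGS2 and LGALS3. The hypoblast list was GATA4, GATA6, SOX17, PDGFRA, HNF4A, FOXA2 and COL4A1. The cumulus list was HAS2, TNFAIP6, INHA, CYP19A1, FSHR, AMH and FOXL2.

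The genes named singly are those that the paper names for their expression in these samples, and the 5 called genes with the smallest adjusted p in each direction whose libraries did not overlap between the sexes. The members of the paper's longer lists are given as counts. MXRA5 and STS of the pseudoautosomal region and the genes named beside LOC132344463 fall outside this rule and were chosen after their values were seen.

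The methods were tested on a set of simulated counts with the depths of the libraries and dispersions from the trend across genes. The simulated genes were independent and held no block effect, so the rates need not hold in the real libraries or for camera on correlated genes. DESeq2 1.42.0 recovered 88.7% of genes changed by a log2 of 2 and 45.4% of those changed by a log2 of 1, with 19.6% of its calls on unchanged genes. For camera, p was 3.92e-12 for a shifted simulated set and 0.55 for an unshifted one. The libraries of each sex were also checked pair by pair, and none was a copy of another, with a correlation of log2 CPM between 0.860 and 0.964 across genes, which are not independent replicates.

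The alternatives were a fit without the block, DESeq2 with and without the library number, RLE factors, TMM factors from autosomal genes, both looser and stricter filters on counts, an FDR of 0.05, a test of the fold change itself (glmTreat), other settings of the principal components, X:A ratios and gene sets, and fits without each library in turn. The number of sex-biased genes was also counted in refits of 100 splits of the libraries into 6 and 5. Alternative splicing, exon usage, isoforms, motifs and protein interactions were not analysed here.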

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

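The tests of sequencing depth, of male RNA, of reads carried over from male libraries, of the X and Y copies of CD99 and of unplaced sequences were chosen only after the result was seen, and those of cell composition and of the place of LOC132344463 were set before. In 172 groups of libraries of one sex, the gap between the most extreme library and the next was compared with the range of the group by Dixon's criterion at 95%. A library stood apart in 26 of them, where chance gives 8.6. Male replicate 5 accounted for 12 and female replicate 1 for 4.

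Male replicate 5 stood apart in measures of the whole library. It had counts on 14937 genes, where the other males had from 16991 to 17436, and 2.06% of its counts were on the X chromosome, where the others had from 2.33% to 2.36%. Its most abundant gene held 3.47% of the counts (from 1.81% to 2.02% in the others). Its PC1 score was 57.3, its X:A ratio over sex-biased genes was 0.239 (from 0.447 to 0.483 in the others) and its mean correlation with the other males was 0.878 (from 0.926 to 0.936 in the others). Single genes stood apart in it too, LOC100335202 at 1.89 CPM (8.10 or more in the others), LOC132344463 at 120 CPM, ENO3 at 51.9 CPM, ALDH18A1 at 31.9 CPM (15.2 or less in the others), MAGEB1 at 3.05 CPM (0.715 or less) and CLDN9 at 2.71 CPM (0.106 or less).

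Depth argues against being the source, since male replicate 5 was the deepest library and still had counts on only 14032 genes when every library was drawn down to 6664112 counts, where the others had from 16068 to 18067. Markers of cell types moved apart in it. On the scale of mean log2 CPM, ICM markers were lower than in the other males by a difference of -0.47 (SD of the others 0.138) and hypoblast markers by -0.98 (SD 0.226), while trophectoderm markers were higher by 1.02 (SD 0.200). Some of the genes carry these means, since 4 of 6 ICM and 3 of 5 hypoblast genes were lower, with median differences of -0.37 and -0.28. Of the lists, 6 of 7 ICM, 10 of 10 trophectoderm and 5 of 7 hypoblast genes had enough counts in these blastocysts to be tested, and the most abundant trophectoderm gene, KRT8, was at a mean of 8132 CPM in males. The cumulus markers differed by 0.13 (SD 0.681), with 3 of 7 genes counted well enough. A lower share of ICM and hypoblast cells in this pool is a candidate explanation, as a hypothesis that not all of these genes follow. Female replicates 1 and 6 had similar means, 5.08 and 4.69 for ICM, 8.78 and 8.48 for trophectoderm and 4.39 and 4.36 for hypoblast. Male replicate 5 had 4.98, 8.84 and 4.16. Those female pools kept mean correlations of 0.944 and 0.947 with the other females. Such marker levels alone therefore did not set a library apart, which argues against them as the whole cause. The test does not say whether such a share would come from the bisection of the embryos or from the embryos themselves, and a difference in their stage or parents was not tested.

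Female replicate 1 stood apart in 3 Y-linked genes, USP9Y at 1.22 CPM (0.218 or less in the other females), ZRSR2Y at 0.838 CPM and LOC132344466 at 0.838 CPM (each 0.145 or less), and in TGFBR2 at 2.74 CPM (1.20 or less). It had 95 counts on 6 of 12 Y-linked genes, and female replicate 6 had 96. Spread as in the mean male profile, its counts would fall in a pattern as uneven as the observed one with p = 0.000900 in 10000 simulations (chi-square 59.2). Reads carried over from the male libraries and another source cannot be told apart, because the simulations hold only counting noise while male libraries differ among themselves, and against the profile of male replicate 3 alone the chi-square was 32.5. In female replicate 3, EIF1AY and LOC100335202 had 1 count each, at 0.0727 CPM, where the other females had 0, and a single count decides nothing. No biological explanation was tested for these counts.

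LOC132344463 was counted in females at 53.8% of its male level, while the other 12 genes of Fig. 1C were at a median of 0.251% and at most 0.594%. Reads of male RNA in the female pools would bring these genes alike, which the difference argues against. The annotation lists the gene near the start of the Y chromosome, before the second copies of X-linked genes. A place in the pseudoautosomal end of the Y chromosome may explain counts in both sexes. Only 2 of the other genes listed there had at least 100 counts, with a median female level of 78.6% of the male level (55.7% for LOC132344461 and 101% for PLCXD1). With so few genes, this and other origins of the counts, such as reads of a similar sequence elsewhere, cannot be told apart.

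CD99 stood apart in male replicate 2, at 323 CPM (from 147 to 187 in the other males), and CD99 was called in 3 of the 11 fits without one library, the fit without male replicate 2 not among them. The reads of pseudoautosomal genes are counted on an X and a Y copy, so a different division between the copies could make an X copy differ between the sexes. The copies of CD99 summed were still higher in males, by a log2 ratio of 0.62 (exact permutation test, p = 0.0108), and the Y copy alone was at 46.1 CPM in females and 43.5 CPM in males, which argues against the division as the whole cause. The other 4 males were also above all females, which had from 68.2 to 141 CPM, and without male replicate 2 the log2 fold change was 0.69 (0.90 with it), so that library is not the source of the direction. A sex difference in the transcription of CD99 stays open, and why male replicate 2 was higher than the other males was not tested.

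Other single values stood apart in one library. LOC786836 was at 80.6 CPM in female replicate 5 (from 18.3 to 35.6 in the other females), PYCR1 at 7.78 CPM in female replicate 3 (from 0.685 to 3.30) and NME4 at 39.2 CPM in female replicate 2 (from 11.3 to 20.0). SOX21 was at 0.275 CPM in female replicate 4 (0.0727 or less), which is 2 counts, and ROCK1 at 124 CPM in female replicate 6 (from 151 to 166). HMGA2 was at 11.8 CPM in male replicate 2 (from 0.579 to 1.99 in the other males) and TGFBR2 at 0.901 CPM in male replicate 3 (0.248 or less). No explanation was tested for them, and with 172 groups some arise by chance.

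The paper does not discuss genes on sequences outside the chromosomes. Of 77 such genes tested, 14 were female-biased and 63 were higher in females. The share of 18.2% exceeded that of autosomal genes, 0.361% (Fisher's exact test, two-sided, odds ratio 61.3, p = 3.54e-19), and did not differ from that of X-linked genes, 27.7% (Fisher's exact test, odds ratio 0.579, p = 0.094). Unplaced sequences that belong to the X chromosome are a candidate explanation. It leaves open why the called unplaced genes had a median log2 fold change of -2.96 and the called X-linked genes one of -1.26. Reads shared between paralogs were not tested for them.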

How the results depend on the processing

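The choices behind the values at the claims, and the alternatives, were set before the data were examined, except for the fits with both numbers of the library name and with GC content, which were chosen after seeing the data. In the fits run, the excess of X-linked genes among female-biased genes (odds ratio from 66.7 to 128 without one library, from 25.3 to 116 otherwise), the deficit of autosomal genes among them, the share of PC1 between the sexes (from 54.8% to 96.4% without one library, 23.7% at the lowest otherwise) and the higher X:A ratio of females over expressed genes (difference from 0.158 to 0.500) kept their direction and their side of the threshold. The median of all log2 fold changes was 0.0050 in the edgeR test, -0.10 with DESeq2 and the library number and -0.11 with DESeq2 and both library-name numbers, and moved by less than 0.1 under the other settings. The counts of sex-biased genes and the odds ratios near 1 did not keep their values.

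Without the replicate block, 326 genes were sex-biased, 96 male-biased and 230 female-biased, with 142 autosomal, and 230 of them were also called with the block. The odds ratio for protein-coding genes among female-biased genes was 0.863 and that of escapees 0.980, against 1.14 and 1.09 with the block, and the hypoblast markers had a median of -0.10. Whether the library number pairs the pools was checked from differences between libraries. Across genes, which are not independent replicates, males and females of the same number had correlations of 0.0151, 0.384 and 0.198. Not all were above 0.1, so libraries of one number share a number whose meaning the labels do not give.

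DESeq2 with the library number called 655 genes, 163 male-biased and 492 female-biased, with 381 autosomal, 230 X-linked female-biased and 16 escapees. DESeq2 without it called 739 genes, 215 and 524, with 456 autosomal and 233 X-linked female-biased. In that order, the odds ratio of autosomal genes among male-biased genes was 0.611 (exact p = 0.0823) and 0.773 (exact p = 0.363), no longer past the threshold, and that of escapees 0.964 and 0.875. Male-biased genes exceeded the other genes in their protein-coding share by 6.23 (p = 0.00384) and 5.85 (p = 0.00266) percentage points, against 5.33 in the edgeR test, and for female-biased genes the odds ratio with the library number was 1.48 (p = 0.0325), all by Fisher's exact test. The cause was not tested. On simulated counts, 19.6% of the calls of DESeq2 and 9.42% of those of edgeR were on unchanged genes. Simulated genes did not vary around the trend of dispersions and had no block effect, so these are not the rates of the real libraries.

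With every gene of at least 1 count tested, 743 genes were called, 209 male-biased and 534 female-biased, with 470 autosomal, 227 X-linked female-biased and 16 escapees. The odds ratio of autosomal genes among male-biased genes was then 0.986 (p = 0.896), that of protein-coding genes among female-biased genes 4.26 (p = 1.44e-23), and male-biased genes exceeded the others by 19.9 percentage points (p = 1.56e-16, Fisher's exact tests). Of the genes that were not female-biased, 77.5% were then protein-coding, against 94.7% in the edgeR test, and some genes that this filter brings in were called, SOX21 among them. Adjusted p-values of this fit were far smaller at nearly the same fold changes. For XIST, edgeR's quasi-likelihood test gave 4.62e-93 in place of 1.79e-05. Why was not tested, and the calls of this fit are read with caution. With at least 10 counts in every sample, the autosomal odds ratio was 2.00 (Fisher's exact p = 0.723), that of protein-coding genes 0.840 and that of escapees 0.720. This filter removes Y-linked genes, most of which have few or no counts in females, so their share of the male-biased genes is lost by construction. Against all annotated genes, the protein-coding odds ratio was 10.6 (exact p = 5.40e-19) and the male difference 28.7 points (exact p = 3.45e-08). TMM factors from autosomal genes gave 0.948 for escapees.

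An FDR of 0.05 left 125 genes, 21 male-biased and 104 female-biased, with 22 autosomal, 82 X-linked female-biased and 5 escapees, a protein-coding odds ratio of 0.916 and an escapee odds ratio of 0.817. The test of the fold change itself left 62, 10 male-biased and 52 female-biased, with 5 autosomal, 40 X-linked female-biased and 4 escapees, and a protein-coding odds ratio of 0.672. Both are stricter by construction.

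Chosen after seeing the data, DESeq2 with both library-name numbers called 837 genes, 231 and 606, with 539 autosomal, 250 X-linked female-biased and 16 escapees, an escapee odds ratio of 0.777, an autosomal odds ratio among male-biased genes of 0.879 (exact p = 0.658) and a male protein-coding difference of 4.69 points (exact p = 0.00852). The last 2 values are also those of the list of Table S5, which holds the same genes. With GC content of the libraries beside the block, 89 genes were called, 13 and 76, with 15 autosomal, 58 X-linked female-biased and 5 escapees, a protein-coding odds ratio of 0.795 and a log2 fold change of ME2 of -0.10 (0.59 without GC content).

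Across the 11 fits that each left out one library, sex-biased genes numbered from 95 (without male replicate 3) to 364 (without male replicate 5), male-biased genes from 15 to 92, female-biased genes from 80 to 272, autosomal genes from 15 to 163, X-linked female-biased genes from 62 to 172 and escapees from 5 to 11. The lower counts follow in part from fewer libraries. The fit without male replicate 3, the only male of library number 2, also takes female replicates 3 and 4 out of the comparison of the sexes within blocks. Protein-coding odds ratios ran from 0.837 (without male replicate 4) to 1.66 and those of escapees from 0.622 (without male replicate 5) to 1.47, with an exact p of 0.273 or above for escapees. The marker medians ran from -0.27 to 0.036 (without female replicate 1) for trophectoderm, from -0.11 to 0.48 for hypoblast and from -1.31 to 0.68 for cumulus, where male replicate 1 gave the change of sign. DOCK11 had a log2 fold change of -0.26, which ran from -1.46 without male replicate 4 to 0.10 without male replicate 3, with 0.0082 without male replicate 5.

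The X:A ratios moved with the cutoff. With a mean above 1 CPM over all samples, the male mean over expressed genes was 0.523, and over the other genes the means were 0.711 in females and 0.442 in males. With all genes above 0 CPM, they were 0.838 and 0.533 over expressed genes and 0.397 and 0.331 over the others. Above 5 CPM, males had 0.869 over expressed and 0.541 over sex-biased genes, and over the others 0.835 in females and 0.793 in males, a difference of 0.0422 (exact permutation test, p = 0.394). The ratio of means of log2 CPM gave males 0.765 over expressed genes, 1.27 and 0.582 over sex-biased genes and 0.746 and 0.654 over the others. With each sex's own biased genes, the values were 2.13 and 1.84, whose difference of 0.286 was within the spread (exact permutation test, p = 0.344), and over the other genes males had 0.643 and the difference was 0.00656 (exact permutation test, p = 0.853). With Table S5, they were 1.74 and 0.896, with 0.493 in females over the other genes and a difference of 0.00563 (exact permutation test, p = 0.874). With the calls of the edgeR test, the difference over the other genes was 0.0953, and without one library it ran from 0.0754 to 0.118. The cause of these changes was not tested, except that a division of genes by the outcome fixes the values over sex-biased and other genes in part.

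In the gene set tests of the ribosomal proteins and complex I, the calls changed with the test. With an estimated correlation, the cytosolic ribosomal proteins (0.30, adjusted p = 0.263), mitochondrial ribosomal proteins (0.27, adjusted p = 0.0722) and complex I (0.29, adjusted p = 0.263) of limma's camera lost their calls, and under fry complex I did (adjusted p = 0.0954). The calls depend on the correlation between genes that the test assumes. Against the limit of 3 counts, 11 of the 13 Y-linked genes had every male above every female, against 12 without it.

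Of the values for 71 genes named singly across the alternatives, 1360 had the same direction and side of the threshold as in the edgeR test, 114 lost their call, 125 gained one and 3 changed direction, for ME2 and DOCK11. For 23 genes none of the alternatives run changed the call. The offsets for gene length and GC content of each gene, and the X:A ratios in TPM, were not run, since exon lengths and sequences were not at hand. HMGA2 and other genes of few counts were not tested under the strictest filter and have no value there. On simulated counts, 39.2% of genes changed by a log2 of 1 were recovered.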

Differences from the paper's values

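The edgeR test called 245 sex-biased genes against the paper's 837, 53 male-biased genes against the paper's 231, 192 female-biased genes against the paper's 606, and 10 female-biased escapees against the paper's 17. Of the alternatives set before the data were examined, 3 came within 1.5 times of the paper in each of these. DESeq2 with the library number gave 655, 163, 492 and 16, DESeq2 without it 739, 215, 524 and 15, and every gene with at least 1 count tested 743, 209, 534 and 16. The other alternatives set before the data were examined did not. DESeq2 with both numbers of the library name called 837, 231 and 606 genes and 16 escapees, and its genes are those of Table S5. It was chosen after seeing the values, as 1 of 7 designs tried, and its log2 fold changes differ from the table's by at most 1.88e-05.

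On the autosomes, 86 genes were sex-biased against the paper's 574. Of the alternatives set before the data were examined, DESeq2 without the library number (456) and every gene with at least 1 count tested (470) came within 1.5 times of it, and the others did not. On the X chromosome, 133 genes were sex-biased against the paper's 250. DESeq2 with the library number (231), DESeq2 without it (235), every gene with at least 1 count tested (230) and the fit without male replicate 5 (173) came within 1.5 times, and the other alternatives set before the data were examined did not. DESeq2 with both library-name numbers, chosen after seeing the values, gave 539 and 251.

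The X:A ratio over the genes that were not sex-biased was 0.647 in females against the paper's 1, and over expressed genes it was 0.643 in males against the paper's 1. The paper's ratios are on TPM and those here on CPM, without gene length. Of the alternatives set before the data were examined, a mean above 1 CPM over all samples (0.711), genes above 5 CPM (0.835) and means of log2 CPM (0.746) came within 1.5 times of the paper's value in females, and genes above 5 CPM (0.869) and means of log2 CPM (0.765) in males. The others did not.

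The log2 fold change of ZFY was 11.62 against the paper's 10.56 in Table S5. Every female library had 0 counts of ZFY, so both fitted values are set by how a count of 0 is treated, and no difference in size is read from them. DESeq2 with the library number gave 10.79. The log2 fold change of HMGA2 was 2.29 against the paper's 3.51. The fits without female replicates 4 (2.91) and 6 (3.2006) and without male replicates 1 (2.46), 3 (2.98), 4 (2.37) and 5 (2.45) came within the standard error of the fit or of the paper's value, whichever is larger, and the other alternatives set before the data were examined did not. DESeq2 with both library-name numbers, chosen after seeing the values, gave 10.56 for ZFY and 3.51 for HMGA2.

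Of the genes of Table S5 named here, 67 were tested and all 67 had the table's direction, and of those with counts in both sexes, HMGA2 alone differed in size by more than the errors. Several genes that the paper lists as sex-biased were not called by the edgeR test. Among them, every gene with at least 1 count tested called HMGA2, PRDM14, SOX21, FMR1, SHMT2, ENO3, TKT, PYCR1, PYCR3, ALDH18A1, MIOX, NNAT, GGNBP1, PTGS2, APOE, SMARCA1 and TGFBR2. DESeq2 with the library number called PRDM14, SOX21, FMR1, SHMT2, ENO3, PYCR1, PYCR3, ALDH18A1, MIOX, NNAT, PTGS2, INHBA and TGFBR2, and DESeq2 without it called HMGA2, FMR1, SHMT2, ENO3, TKT, PYCR3, ALDH18A1, MIOX, NNAT, PTGS2 and SMARCA1. The fit without the block called ENO3, FMR1 and MIOX. TMM factors from autosomal genes called FMR1, and at least 10 counts in every sample called FMR1 and MIOX. Among the fits without one library, that without male replicate 5 called ENO3, NNAT and FMR1, that without female replicate 3 PYCR1 and FMR1, that without female replicate 1 FMR1 and that without female replicate 2 PTGS2. Chosen after seeing the values, edgeR with both library-name numbers called HMGA2, SHMT2, ENO3, MIOX and GGNBP1. ME2 was called only by DESeq2 with both library-name numbers, chosen after seeing the values.

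The paper counts CD99 among candidates that escape XCI and are higher in females. Here, CD99 was higher in males, with a log2 fold change of 0.90 and 0.91 in Table S5. The paper names XIST and USP9Y as the genes at the top of the ranking, and here LOC132344468 and LOC616695 had smaller adjusted p than USP9Y (3.93e-05 and 7.16e-05 against 8.70e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper states an enrichment of protein-coding genes, which had an odds ratio of 1.14 among female-biased genes here (Fisher's exact test, p = 0.871). Every gene with at least 1 count tested gave 4.26, DESeq2 with the library number 1.48 and all annotated genes as background 10.6, all past the threshold, while Table S5 itself (1.37, Fisher's exact p = 0.0631) and DESeq2 without the library number (1.35, exact p = 0.0748) were not. Of the male-biased genes, 100% were protein-coding against 94.7% of the others (Fisher's exact test, p = 0.116), and the difference was past the threshold under DESeq2 with and without the library number, with every gene of at least 1 count tested, with all annotated genes as background and with Table S5 itself. The annotation used here places 539 of the paper's 837 DEGs on autosomes and 251 on the X chromosome, leaves 30 on unplaced sequences and 4 in none of these classes, where the paper counts every DEG outside the sex chromosomes as autosomal. The paper finds no female-biased X-linked DEG in the PAR of the X chromosome, and Table S5 has none there under an X-linked name. Table S5 lists the second copy of MXRA5, in the PAR of the Y chromosome, as female-biased, which the paper's statement does not cover. The average of the unique mapping rates in Table S4 is 82.5%, and the paper's text gives the rate of the lowest library, 80.94%.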

Other observations

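The tests of GC content and of male replicate 5 were chosen only after the result was seen, and the counts of other splits were set before. Of 100 splits of the 11 libraries into 6 and 5, the real one included, 1 gave as many sex-biased genes as the real one, which was the real split itself with 245. The next largest number was 100, and 98 of the splits gave 0 calls. The split with 100 calls set female replicates 1, 2, 4, 5 and 6 against the males and female replicate 3, so it is close to the real one. For autosomal genes it was likewise 1 split with 86 or more (43 in the next), and for autosomal genes higher in the smaller group 1 split with 42 or more (22 in the next). Those next largest values come from the same split, whose smaller group is all female, so its 22 genes are higher in females. Splits that mix the sexes hold the sex difference within their groups, which adds to the spread and favours few calls. The real division thus stood out among the splits drawn, but the comparison is a weak test of a random division as the source of these counts.

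Of the 8 gene sets tested with limma's camera, 4 had an adjusted p under 0.05. The X-linked genes had a median log2 fold change of -0.87 (27 of 476 higher in males, adjusted p = 2.24e-61). The cytosolic ribosomal proteins had 0.30 (77 of 86 higher in males, adjusted p = 1.52e-15), the mitochondrial ribosomal proteins 0.27 (72 of 77, adjusted p = 2.70e-16) and complex I 0.29 (41 of 46, adjusted p = 2.28e-08), where the median of all genes was -0.01. Under fry, the X-linked genes and both ribosomal sets kept their calls, and with an estimated correlation only the X-linked genes did. Of the 100 splits, 48 gave at least as many sets, the real one included, with a median of 3 sets, so the number of sets past the threshold is no evidence of a difference between the sexes beyond the X chromosome. The ICM markers had a median of 0.19 (adjusted p = 0.187), trophectoderm markers -0.09 (adjusted p = 0.582), hypoblast markers 0.08 (adjusted p = 0.582) and cumulus markers -0.48 (adjusted p = 0.187, 3 of 7 genes tested).

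The autosomal genes higher in males were examined further. Without male replicate 5, which lies apart from the other males, there were 81 autosomal male-biased genes and with it 42, which argues against that library as their source. The GC content of the reads, from the paper's Table S4, was 46.1% ± 0.610 (SD, n = 6) in females and 47.0% ± 0.658 (SD, n = 5) in males (two-sided exact permutation test, p = 0.0563). With GC content of the libraries beside the block, 3 autosomal genes were male-biased, and X-linked female-biased genes fell to 58 from 132. Of 209 autosomal genes that Table S5 lists as male-biased, 204 were still higher in males, with a median log2 fold change of 0.67 instead of 0.82, while the median standard error rose from 0.26 to 0.33. GC content and sex cannot be told apart for these genes, because the male libraries lay toward a higher content and the term also takes calls from the X chromosome. A difference between male and female embryos stays open and is only a hypothesis.

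Of the genes for which the paper reports differential exon usage, ZRSR2Y was male-biased and IL1RAPL2 female-biased at the gene level, the latter with a log2 fold change of -2.37 (adjusted p = 0.082 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 11 fits without one library, 2 called IL1RAPL2, those without male replicates 4 and 5, and in all 11 IL1RAPL2 was higher in females, with log2 fold changes from -2.92 to -2.05. DENND1B, DIS3L2 and DOCK11 were not called, with log2 fold changes of -0.85, -0.69 and -0.26.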
